# PKR activation-induced mitochondrial dysfunction in HIV-transgenic mice with nephropathy

**DOI:** 10.7554/eLife.91260

**Published:** 2024-08-29

**Authors:** Teruhiko Yoshida, Khun Zaw Latt, Avi Z Rosenberg, Briana A Santo, Komuraiah Myakala, Yu Ishimoto, Yongmei Zhao, Shashi Shrivastav, Bryce A Jones, Xiaoping Yang, Xiaoxin X Wang, Vincent M Tutino, Pinaki Sarder, Moshe Levi, Koji Okamoto, Cheryl A Winkler, Jeffrey B Kopp

**Keywords:** HIV, protein kinase R, HIV-associated nephropathy, mitochondria, single-nucleus RNA-seq, RNA-seq, Mouse

## Abstract

HIV disease remains prevalent in the USA and chronic kidney disease remains a major cause of morbidity in HIV-1-positive patients. Host double-stranded RNA (dsRNA)-activated protein kinase (PKR) is a sensor for viral dsRNA, including HIV-1. We show that PKR inhibition by compound C16 ameliorates the HIV-associated nephropathy (HIVAN) kidney phenotype in the Tg26 transgenic mouse model, with reversal of mitochondrial dysfunction. Combined analysis of single-nucleus RNA-seq and bulk RNA-seq data revealed that oxidative phosphorylation was one of the most downregulated pathways and identified signal transducer and activator of transcription (STAT3) as a potential mediating factor. We identified in Tg26 mice a novel proximal tubular cell cluster enriched in mitochondrial transcripts. Podocytes showed high levels of HIV-1 gene expression and dysregulation of cytoskeleton-related genes, and these cells dedifferentiated. In injured proximal tubules, cell-cell interaction analysis indicated activation of the pro-fibrogenic PKR-STAT3-platelet-derived growth factor (PDGF)-D pathway. These findings suggest that PKR inhibition and mitochondrial rescue are potential novel therapeutic approaches for HIVAN.

## Introduction

The World Health Organization (WHO) reported that in 2020, ~1.5 million people became newly HIV positive, ~37 million people were living with HIV, and ~680,000 people globally died from HIV-related causes (Fauci, 2022). HIV remains prevalent in the USA (Prevention CfDCa, 2019) and even more highly prevalent in sub-Saharan Africa, especially in East and Southern Africa (Dwyer-Lindgren et al., 2019). Chronic kidney disease (CKD) remains a major co-morbidity in HIV-positive individuals, even with availability of combined anti-retroviral therapy (Palau et al., 2018). The most severe form of CKD in persons with untreated or undertreated HIV infection is HIV-associated nephropathy (HIVAN), collapsing glomerulopathy. Therapy for HIVAN includes combined anti-retroviral therapy, coupled with renin-angiotensin-aldosterone system blockade, to prevent CKD progression (Menez et al., 2018; Yahaya et al., 2013).

The Tg26 transgenic is a widely used HIVAN model. The HIV-1 transgene expresses in kidney cells and the model manifests histological features similar to those of human HIVAN, including collapsing glomerulopathy, microtubular dilatation, and interstitial fibrosis (Bruggeman et al., 1997). The mice develop progressive renal dysfunction and progress to terminal uremia (Dickie et al., 1991; Kopp et al., 1992).

Diverse therapeutic approaches are effective in Tg26 kidney disease, including inhibitors of mammalian target of rapamycin (Kumar et al., 2010; Yadav et al., 2012; Rai et al., 2013), Notch inhibition (Sharma et al., 2013; Puri et al., 2019), renin-angiotensin system inhibition (Zhong et al., 2013; Rai et al., 2014), cyclin-dependent kinase inhibition (Gherardi et al., 2004), sirtuin1 agonist or overexpression (Wang et al., 2020), STAT3 activation reduction (Feng et al., 2009; Gu et al., 2013), retinoic acid receptor agonist (Ratnam et al., 2011), and NF-kB inhibition (Zhang et al., 2012). Recent reports have identified several injury pathways, including NLRP3 (Haque et al., 2016) and mitochondrial dysfunction (Bryant et al., 2018; Katuri et al., 2019). Bulk multi-omics approaches using mRNA microarrays and protein-DNA arrays (Jin et al., 2012) identified homeo-domain interacting protein kinase-2 (HIPK2) as a regulator of Tg26 renal pathology; this was confirmed in recent reports (Liu et al., 2017; Xiao et al., 2020). An mRNA microarray approach characterized bulk transcriptional profiles during progressive renal disease (Fan et al., 2014). While these reports have provided novel insights into tissue transcriptional dynamics, studies have not been performed at single-cell or single-nucleus resolution.

Double-stranded RNA (dsRNA)-activated protein kinase (PKR) is a sensor for dsRNA and is activated in response to viral infections, including HIV-1. In the USA and globally, HIV remains an important problem that disproportionately affects marginalized groups, including the Black/African-American community (Fauci, 2022). *APOL1* risk variants, exclusively present in individuals with recent sub-Saharan ancestry, damage podocytes through various mechanisms including PKR activation by *APOL1* mRNA (Okamoto et al., 2018). The PKR-inhibiting oxoindole/imidazole compound C16 is beneficial in neuroinflammatory disease models (Tronel et al., 2014; Ingrand et al., 2007).

We hypothesized that PKR activation is a mechanistic pathway shared by HIV- and APOL1-mediated nephropathies, considering the high odds ratio for HIVAN among African Americans (OR 29) and South Africans (OR 89) carrying two *APOL1* risk alleles (Kasembeli et al., 2015). We investigated the effects of PKR inhibition in the Tg26 HIVAN mouse model, which expresses HIV regulatory and accessory genes. We used single-nucleus and bulk RNA-seq methods to identify transcriptional changes between study groups and to uncover associated molecular mechanisms in an unbiased fashion.

## Results

### PKR inhibition ameliorates kidney injury in Tg26 mice

The trans-activating regions RNA in the HIV-1 long terminal repeats at the 5’ and 3’ ends of the HIV genome form dsRNA structures and induce PKR autophosphorylation, thereby activating PKR (Carpick et al., 1997). As PKR is a potent driver of many stress response pathways, including translational shutdown, apoptosis, inflammation, and metabolism, we hypothesized that PKR inhibition by the PKR-specific oxoindole/imidazole inhibitor C16 might rescue kidney injury in Tg26 mice. We administered C16 to Tg26 and wild-type (WT) mice from 6 to 12 weeks of age, and we evaluated the kidney phenotype. C16-treated Tg26 mice had lower serum creatinine (Figure 1A), reduced albuminuria (Figure 1B and C), and reduced pPKR abundance (Figure 1D–G) compared to control Tg26 mice. Further, C16 treatment reduced urinary excretion of the kidney injury marker neutrophil gelatinase-associated lipocalin (NGAL) (Figure 1H).

**Figure 1.**
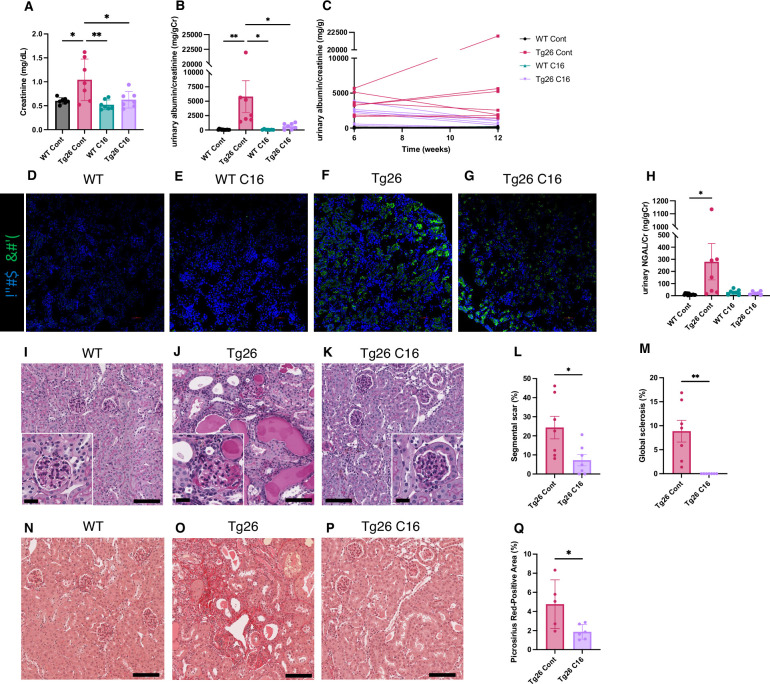
PKR inhibition by C16 ameliorates Tg26 mice kidney phenotype. (**A–C**) Shown are the following: plasma creatinine (mg/dl, mean with SD), urinary albumin-to-creatinine ratio (mg/g creatinine, mean with SEM), urinary albumin-to-creatinine ratio (mg/g creatinine) of 6 and 12 weeks of age. (**D–G**) Immunofluorescent images showed PKR activation by detecting pPKR in Tg26 mouse kidney. pPKR was inhibited by C16 treatments. (**H**) Shown is urinary neutrophil gelatinase-associated lipocalin (NGAL)-to-creatinine ratio (ng/g creatinine, mean with SEM). (**I–K**) Representative PAS staining images of wild-type (WT), Tg26, and C16-treated Tg26 kidney. (**L, M**) Quantitative analysis of glomeruli for segmental scarring and global sclerosis (mean with SEM). (**N–P**) Representative Picrosirius Red staining images of WT, Tg26, and C16-treated Tg26 kidney. (**Q**) Quantitative analysis of Picrosirius Red staining area (mean with SD). (one-way ANOVA (**A, B, H**), t-test (**L, M, Q**); *, p<0.05; **, p<0.01; scale bars are 50 μm).

At 12 weeks of age, there was less glomerulosclerosis and of microtubular dilatation in C16-treated Tg26 mice (Figure 1I–K). Histomorphological quantification confirmed that C16 treatment reduced glomerular injury, assessed as segmental glomerulosclerosis and global glomerulosclerosis (Figure 1L and M), and as fibrosis extent, quantified by Picrosirius Red staining (Figure 1N–Q).

### Combination of single-nucleus RNA-seq and bulk RNA-seq to profile transcriptomic changes in Tg26 mice

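The bulk RNA-seq data come from the outer kidney cortex of 12 FVB/N mice in 4 groups of 3. The groups were wild-type (WT) mice, Tg26 mice, and mice of each genotype treated with C16. Tg26 mice carry HIV-1 regulatory and accessory genes and develop a nephropathy. C16 inhibits protein kinase R (PKR), a sensor of double-stranded RNA that Eif2ak2 encodes, and was given at 10 µg/kg from week 6 to week 12 of age. Stranded, poly(A)-selected libraries were sequenced as paired reads. The authors trimmed the reads with Cutadapt, mapped them to mm10 with STAR and assigned them to the genes of Ensembl 96 with RSEM, whose expected counts are the deposited values. The deposited expected counts were already whole numbers, so rounding changed none of them. Counts assigned to genes totalled 19877877 to 27000388 per library. Total counts ranged from 22949316 to 26310707 in WT mice (median 23723717) and from 25119643 to 27000388 in Tg26 mice (median 26462407). They ranged from 19877877 to 22707884 in C16-treated WT mice (median 22352680) and from 23931088 to 25149433 in C16-treated Tg26 mice (median 24717589). Genes of the mitochondrial genome took 9.21% ± 0.334 of the counts in WT mice (SD, n = 3), 7.38% ± 0.759 in Tg26 mice, 8.21% ± 0.337 in C16-treated WT mice and 7.91% ± 0.277 in C16-treated Tg26 mice. Of 55450 genes in the table, the 16094 with enough counts by edgeR's filterByExpr were tested. Counts were scaled by TMM, whose factors ran from 0.901 to 1.22, and each comparison was tested with edgeR's quasi-likelihood test over all 12 libraries. Levels are given as CPM after that scaling. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Before the data were examined, 47 gene lists were fixed, covering mitochondrial and metabolic pathways, kidney injury, inflammation and the cell types of the kidney. Each list was tested against all other genes with camera (limma) at a preset correlation between genes of 0.01. With the correlation estimated from these libraries instead, camera called 0 of the 47 lists in every comparison, so that p is given beside each call. The HIV-1 transgene was not analysed here.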

To investigate molecular mechanisms in Tg26 kidney and the effect of PKR inhibition, we conducted bulk RNA-seq of kidney cortex from the four groups (WT, WT treated with C16, Tg26, and Tg26 treated with C16; n=3 each) and single-nucleus RNA-seq of kidney cortex from six samples (WT, Tg26, and Tg26 treated with C16; n=2 each) and of two samples of glomeruli (WT and Tg26; n=1 each) to enrich for glomerular cells (Figure 2A). Bulk RNA-seq data clustered well by treatment groups in a principal component analysis plot (Figure 2B). 

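On the first principal component of the 500 most variable genes, which held 50.9% of their variance, both WT groups lay together and the Tg26 groups apart from them. The mean score was -23.7 ± 1.36 in WT mice (SD, n = 3) and -24.2 ± 3.84 in C16-treated WT mice. It was 35.2 ± 12.5 in untreated Tg26 mice and 12.7 ± 9.47 in C16-treated Tg26 mice, whose scores ran from 2.07 to 20.2, between those of the WT and the untreated Tg26 mice. The next components held 11.6% and 8.99% of the variance. Of the squared distance between libraries, 60.3% lay between the 4 groups, the largest share among the 15400 ways to part 12 libraries into 4 groups of 3 (exact permutation p = 6.494e-05, the smallest that these partitions can give). The highest share of any other partition was 59.7%. For 7 of the 12 libraries, the nearest library belonged to the same group. Between pairs of groups, this share was 67.1% for Tg26 and WT mice and 30.5% for C16-treated and untreated Tg26 mice, each the largest of 10 splits (exact permutation p = 0.1, the smallest possible). It was 27.9% for C16-treated and untreated WT mice (exact permutation p = 0.2). C16-treated Tg26 mice differed from untreated WT mice with 45.2% and from C16-treated WT mice with 39.9%, again the largest of 10 splits (exact permutation p = 0.1).

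**Figure D1:**
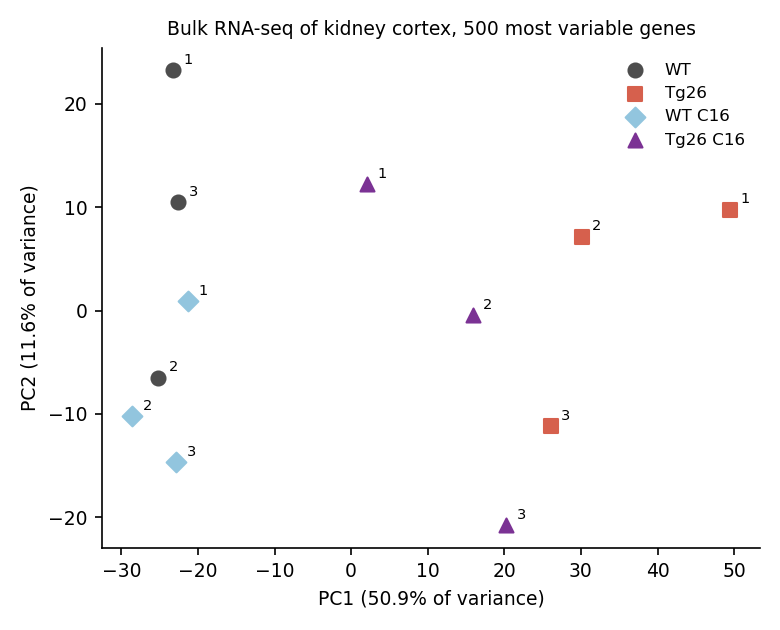
Scores of the 12 libraries on the first and second principal components of the 500 most variable genes, colored by group, with each axis labelled with its percent of variance. Each point is 1 mouse, and the C16-treated Tg26 mice lie between the WT groups and the untreated Tg26 mice on the first component.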

Single-nucleus RNA-seq profiled 56,976 nuclei. We identified 23-cell clusters, including a novel cell type (PT-Mito, proximal tubule cell cluster with a higher expression level of mitochondrial genes compared to adjacent cells), as shown as a uniform manifold approximation and projection (UMAP) plot (Figure 2C, Figure 2—figure supplement 1). Marker genes for each cluster used for annotation are shown in Figure 2D. Taking advantage of unbiased clustering in single-nucleus RNA-seq, we tabulated cell numbers from each mouse kidney, using kidney cortex and glomeruli (Figure 2E, Figure 2—figure supplement 2A). The gene encoding PKR, *Eif2ak2*, was expressed in glomeruli and all tubular segments (Figure 2—figure supplement 2B).

**Figure 2.**
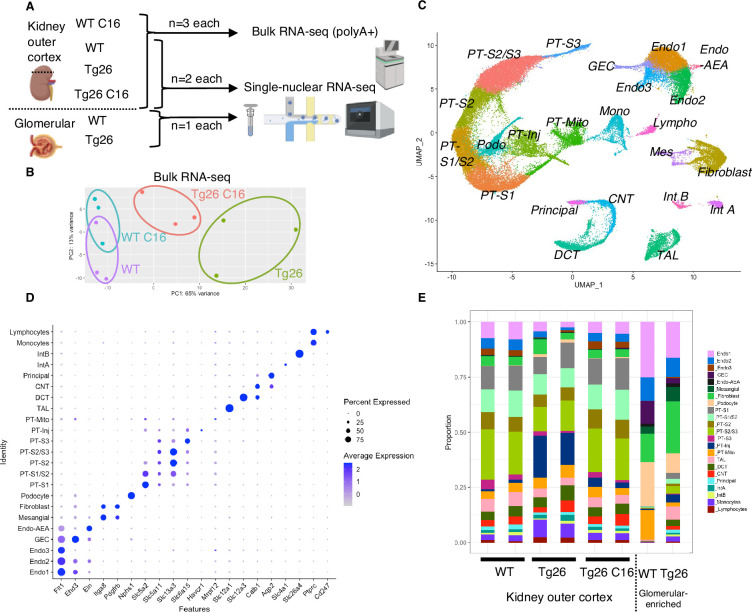
Overview of bulk RNA-seq and single-nucleus RNA-seq experiments. (**A**) Shown is the workflow of the bulk RNA-seq and single-nucleus RNA-seq experiments. (**B**) Principal component analysis plot of bulk RNA-seq results. (**C**) Uniform manifold approximation and projection (UMAP) plot of single-nuclear RNA-seq data from 8 samples, 56,976 nuclei, showing 23 clusters. (**D**) Shown is a dot plot of 23 marker genes, each characteristic for the cluster. (**E**) Shown is the ratio of nuclei grouped to each cluster in each sample.

**Figure 2—figure supplement 1.**
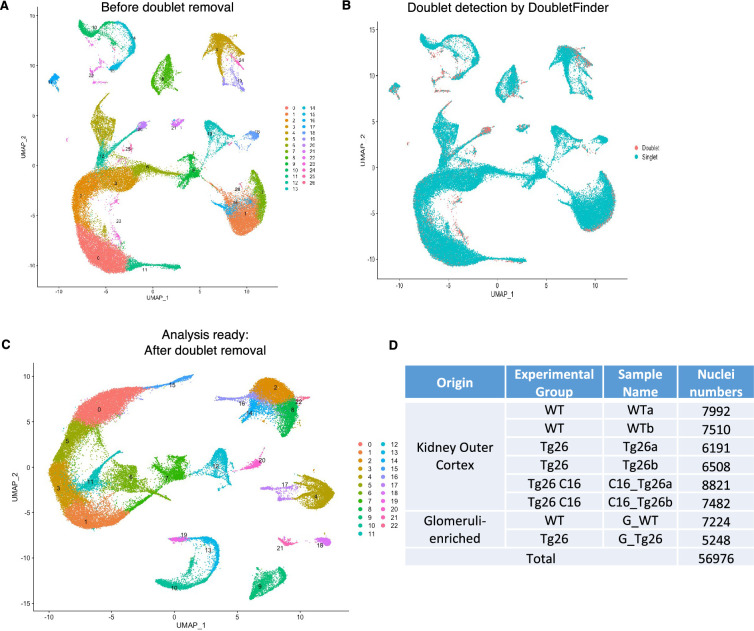
Pre-processing of single-nuclear RNA-seq data. (**A**) Uniform manifold approximation and projection (UMAP) plot of single-nuclear RNA-seq data before doublet removal from 8 samples, 57,061 cells, showing 27 clusters. (**B**) UMAP plot showing detected doublet by DoubletFinder. (**C**) UMAP plot after doublet removal, showing 23 clusters, 56,976 nuclei for the analysis. (**D**) Breakdown of nuclei numbers from each sample showed comparable numbers of nuclei analyzed.

**Figure 2—figure supplement 2.**
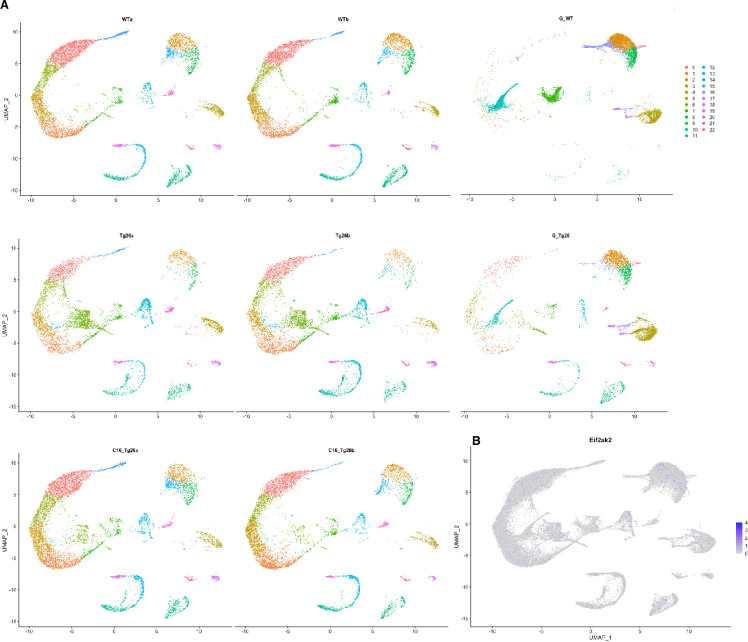
Additional plots of single-nuclear RNA-seq data. (**A**) Uniform manifold approximation and projection (UMAP) plot of single-nuclear RNA-seq data from each 8 samples. (**B**) Feature plot showing *Eif2ak2* expression.

### Downregulation of mitochondrial genes in Tg26 kidneys

Gene set enrichment analysis (GSEA) results of bulk RNA-seq showed that mitochondrial-related pathways were the most downregulated pathway in Tg26 mice when compared with WT mice, suggesting that mitochondrial gene transcription (for both nuclear-genome and mitochondrial genome-encoded genes) was significantly downregulated (Figure 3A). 

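Transcripts of the respiratory chain were lower in the kidney cortex of Tg26 mice than in that of WT mice, whichever genome encodes them. Of 94 subunits of oxidative phosphorylation, 66 fell, 0 rose and 28 did not pass edgeR's test (83 lower when adjusted over the list alone). Their median log2 fold change was -0.37, and each of the 94 was negative. Among them, 56 of 81 nuclear-encoded subunits fell (71 adjusted over the list alone; median -0.36), as did 10 of 13 subunits encoded by the mitochondrial genome (12 adjusted over the list alone; median -0.64). Cytochrome b of complex III is encoded by mt-Cytb (ENSMUSG00000064370.1), on the mitochondrial chromosome M of mm10 from 14145 to 15288. Its level was 10560 ± 2033 CPM in Tg26 mice (SD, n = 3) and 17280 ± 287 CPM in WT mice, a log2 fold change of -0.71 (standard error 0.16, adjusted p = 0.00885 from edgeR's quasi-likelihood test). For mt-Nd6, a complex I subunit transcribed from the other strand (chromosome M, 13552 to 14070), the levels were 1165 ± 187 and 1811 ± 209 CPM, a log2 fold change of -0.64 (standard error 0.14, adjusted p = 0.00864 from the same test). The beta subunit of ATP synthase, Atp5b (chromosome 10, 128083273 to 128090391), was at 2454 ± 458 CPM in Tg26 mice and 3649 ± 112 CPM in WT mice, a log2 fold change of -0.57 (standard error 0.14, adjusted p = 0.0130 from edgeR). In the tricarboxylic acid cycle and pyruvate dehydrogenase list, 18 of 19 genes fell (19 adjusted over the list alone; median -0.52), among them Suclg1 of succinyl-CoA synthetase (-0.54), Dlst of the 2-oxoglutarate dehydrogenase complex (-0.51) and Pdhx of pyruvate dehydrogenase (-0.46). Of 27 genes of fatty acid oxidation, 11 fell and 0 rose (17 lower adjusted over the list alone, median -0.45), Hadhb of the mitochondrial trifunctional protein by a log2 fold change of -0.53. The mean log2 CPM of this list per mouse, relative to all libraries, was -0.62, -0.17 and 0.15 in Tg26 replicates 1, 2 and 3. It was 0.13, 0.32 and 0.45 in WT replicates 1, 2 and 3, so the groups overlapped. In the same mice, genes that mark proximal tubule cells had a median of -0.61 and genes that mark macrophages a median of 2.94. With camera, the adjusted p was 3.29e-20 for oxidative phosphorylation, 3.73e-18 for its nuclear-encoded part, 5.04e-07 for its mitochondrial-genome-encoded part and 1.36e-08 for the tricarboxylic acid cycle. For each of these the adjusted p was 0.30 with an estimated correlation, and for fatty acid oxidation it was 0.35. Of 893 Reactome sets, the citric acid cycle and respiratory electron transport ranked lowest by camera, with 91 of 131 genes lower and 2 higher (adjusted p = 2.28e-18, and 0.64 as the adjusted p with an estimated correlation). Scaled by library sizes only, under which the median of all genes was 0.29 (-0.01 with TMM), the median of the 94 genes was -0.07, or -0.36 relative to all genes, and 8 of the 94 were called lower. Of the tricarboxylic acid cycle genes 1 of 19 was then called lower (median -0.22, or -0.52 relative to all genes), and of the fatty acid oxidation genes 0 of 27 (-0.15, or -0.44 relative to all genes). Atp5b, Suclg1, Dlst, Pdhx and Hadhb lost their calls under that scaling.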

Expression levels of specific mitochondrial genes were assessed (Figure 3B) and showed that C16 treatment reversed the downregulation of these mitochondrial genes (Figure 3B and C). 

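In C16-treated Tg26 mice, transcripts of oxidative phosphorylation lay between those of untreated Tg26 mice and those of WT mice. Against untreated Tg26 mice, 91 of the 94 subunits had a positive log2 fold change, with a median of 0.15, and 0 of the 94 passed edgeR's test, also when adjusted over the list alone. In the same comparison, genes that mark proximal tubule cells had a median of 0.47, with 31 of 36 positive, and genes that mark macrophages a median of -1.18, with 24 of 24 negative. With camera the list was higher (adjusted p = 1.09e-07), and the adjusted p was 0.57 with an estimated correlation and 0.18 with fry, which asks whether a list's genes move on balance in the same direction. Cytochrome c, encoded by Cycs, carries electrons between complexes III and IV. Its level was 217 ± 36.6 CPM in untreated Tg26 mice (SD, n = 3) and 300 ± 30.5 CPM with C16, a log2 fold change of 0.47 (standard error 0.13, adjusted p = 0.0637 from edgeR), and DESeq2 called it (adjusted p = 0.0123). mt-Cytb was at 13380 ± 1116 CPM with C16, a log2 fold change of 0.34 (standard error 0.16, adjusted p = 0.206 from edgeR). The complex I subunits mt-Nd4 and Ndufb10 had log2 fold changes of 0.35 (adjusted p = 0.188 from edgeR) and 0.28 (adjusted p = 0.105 from edgeR). Genes of the tricarboxylic acid cycle had a median of 0.20 with all 19 positive and 0 called (adjusted p = 1.48e-04 from camera, and adjusted p = 0.57 with an estimated correlation). Their mean log2 CPM per mouse, relative to all libraries, was -0.61, -0.12 and -0.12 in Tg26 replicates 1, 2 and 3. With C16 it was 0.03, -0.02 and -0.13, so the groups overlapped and much of the difference rested on Tg26 replicate 1. Fatty acid oxidation had a median of 0.05, which with library sizes only was -0.08, and was not called (adjusted p = 0.319 from camera). Averaged per mouse on the log2 scale, the oxidative phosphorylation genes differed by -0.41 between Tg26 and WT mice, with no overlap between the groups (exact permutation p = 0.1, the smallest that 3 mice against 3 allow). Between C16-treated and untreated Tg26 mice they differed by 0.16 and the groups overlapped (exact permutation p = 0.3). Against untreated WT mice, C16-treated Tg26 mice had a median of -0.23, with 1 of the 94 positive and 0 called (adjusted p = 2.62e-19 from camera, and adjusted p = 0.33 with an estimated correlation). The median of 0.15 was 0.08 without Tg26 replicate 1, 0.24 without Tg26 replicate 2, and 0.06 with limma-voom's quality weights. Under scaling by library sizes only, where the median of all genes was -0.14 (-0.0069 with TMM), it was 0.01 with 54 of the 94 positive, that of the tricarboxylic acid cycle was 0.07 with 16 of 19 positive, and that of C16-treated Tg26 against WT mice was -0.06; relative to all genes these were 0.15, 0.22 and -0.25.

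**Figure D2:**
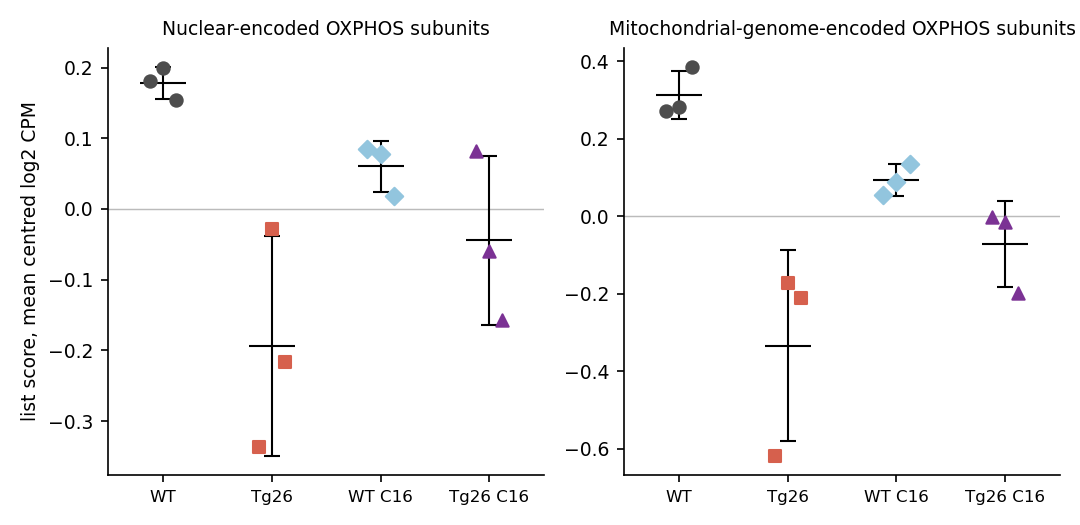
Mean log2 CPM of the nuclear-encoded and the mitochondrial-genome-encoded subunits of oxidative phosphorylation in each mouse, each gene first set relative to its mean over all 12 libraries, by group. Points are mice, and bars give the mean and SD of 3 mice; both sets are highest in WT mice and lowest in untreated Tg26 mice.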

Western blot analyses were consistent with bulk RNA-seq results showing lower abundance of mitochondrial complex I and II in Tg26 kidney and this was restored to normal by C16 treatment (Figure 3D, Figure 3—figure supplement 1A–D). Mitochondrial DNA copy numbers were decreased in Tg26 mice, but C16 treatment did not reverse these changes (Figure 3—figure supplement 1E and F).

**Figure 3.**
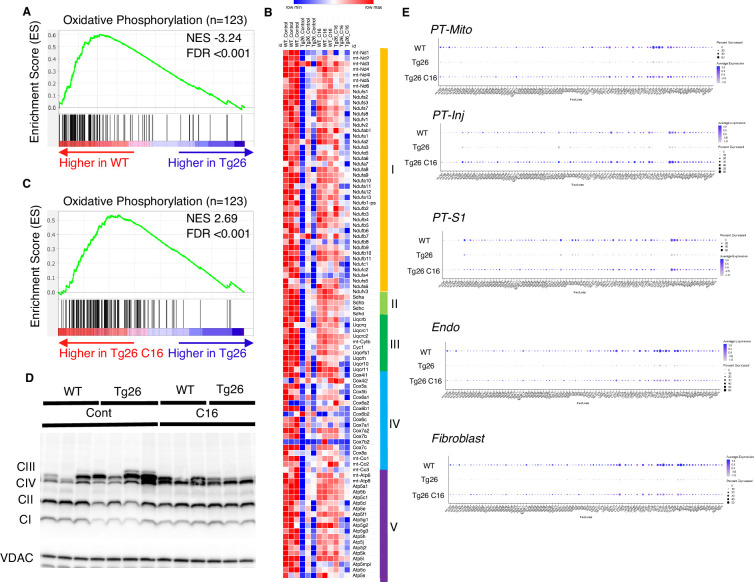
Oxidative phosphorylation genes are downregulated in Tg26 mice and downregulation is reversed by PKR inhibition using C16. (**A**) Shown is the enrichment plot of oxidative phosphorylation pathway based on bulk mRNA-seq comparing Tg26 and wild-type (WT). (**B**) Shown is the enrichment plot of oxidative phosphorylation pathway based on bulk mRNA-seq comparing C16-treated Tg26 and Tg26. (**C**) Heatmap of expressed genes in oxidative phosphorylation pathway (n=123), based on data from bulk mRNA-seq. (**D**) Western blot to identify mitochondrial subunits CI through CIV and VDAC. (**E**) Dot plot showing expression of oxidative phosphorylation pathway genes in PT-Mito, PT-S1, PT-Inj, Endo, and Fibroblast cluster by snRNA-seq. Figure 3—source data 1.Uncropped and labeled gels for Figure 3D. Figure 3—source data 2.Raw unedited gels for Figure 3D.

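Scaled by TMM, nuclear-encoded subunits of each of the 5 complexes fell in Tg26 mice, while with library sizes only nearly all of these calls were lost. Of 36 subunits of complex I, which oxidizes NADH, 26 fell (31 adjusted over the list alone; median log2 fold change -0.36). All 4 subunits of complex II, succinate dehydrogenase, fell (4 adjusted over the list alone; median -0.51). Of 10 genes of complex III and cytochrome c, 7 fell (8 adjusted over the list alone; median -0.37). In complex IV 6 of 13 fell (9 adjusted over the list alone; median -0.30), and in complex V 13 of 18 fell (18 adjusted over the list alone; median -0.35). No member of these lists rose by edgeR's test. In complex I, Ndufa12 (chromosome 10, 94198720 to 94221443 of mm10) was at 61.5 ± 5.86 CPM in Tg26 mice (SD, n = 3) and 82.1 ± 1.42 CPM in WT mice (log2 fold change -0.42, standard error 0.09, adjusted p = 0.00628 from edgeR). Its level with C16 was 72.0 ± 4.82 CPM, a log2 fold change of 0.23 against untreated Tg26 mice (adjusted p = 0.134 from edgeR). In complex II, Sdhb, its iron-sulfur subunit (chromosome 4, 140961203 to 140979193), was at 259 ± 47.5 CPM in Tg26 mice and 384 ± 26.4 CPM in WT mice (log2 fold change -0.57, standard error 0.14, adjusted p = 0.0112 from edgeR). With C16 it was at 304 ± 32.3 CPM (log2 fold change 0.23, adjusted p = 0.310 from edgeR), and Sdhc, which anchors the complex in the inner membrane, at 251 ± 17.3 CPM (0.21, adjusted p = 0.230 from edgeR). Uqcrc2, a core subunit of complex III (chromosome 7, 120635176 to 120659524), was at 378 ± 76.6 CPM in Tg26 mice, 568 ± 34.0 CPM in WT mice (log2 fold change -0.59, adjusted p = 0.00933 from edgeR). With C16 it was at 470 ± 19.4 CPM (0.32, adjusted p = 0.169 from edgeR). Cox5a of complex IV was at 179 ± 11.9 CPM in Tg26 mice and 227 ± 4.67 CPM in WT mice (log2 fold change -0.34, adjusted p = 0.0120 from edgeR). With C16 against untreated Tg26 mice, the medians were 0.14 for complex I, 0.22 for complex II, 0.15 for complex III and cytochrome c, 0.06 for complex IV and 0.14 for complex V. No gene was then called over all genes, and 1 of the complex III and cytochrome c genes was called over its list alone. In camera, all 5 complexes were lower in Tg26 than in WT mice (adjusted p from 6.95e-11 for complex I to 0.00293 for complex II), and with C16 all but complex IV (adjusted p = 0.162) were higher. With an estimated correlation the adjusted p was 0.30 for complexes I, II, III and V and 0.31 for complex IV in Tg26 against WT mice, and 0.57 for the 4 complexes called with C16. Scaled by library sizes only, 1 of 36 subunits was called lower in complex I (median -0.06), 0 of 4 in complex II (-0.21), 1 of 10, Uqcrc2, in complex III and cytochrome c (-0.07), 0 of 13 in complex IV (2.5e-04) and 0 of 18 in complex V (-0.05). Relative to the median of all genes under that scaling, the medians were -0.35, -0.51, -0.37, -0.29 and -0.34. With C16 the medians under that scaling were 0.01, 0.09, 0.02, -0.06 and 0.0041, or 0.15, 0.23, 0.16, 0.08 and 0.15 relative to all genes.

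**Figure D3:**
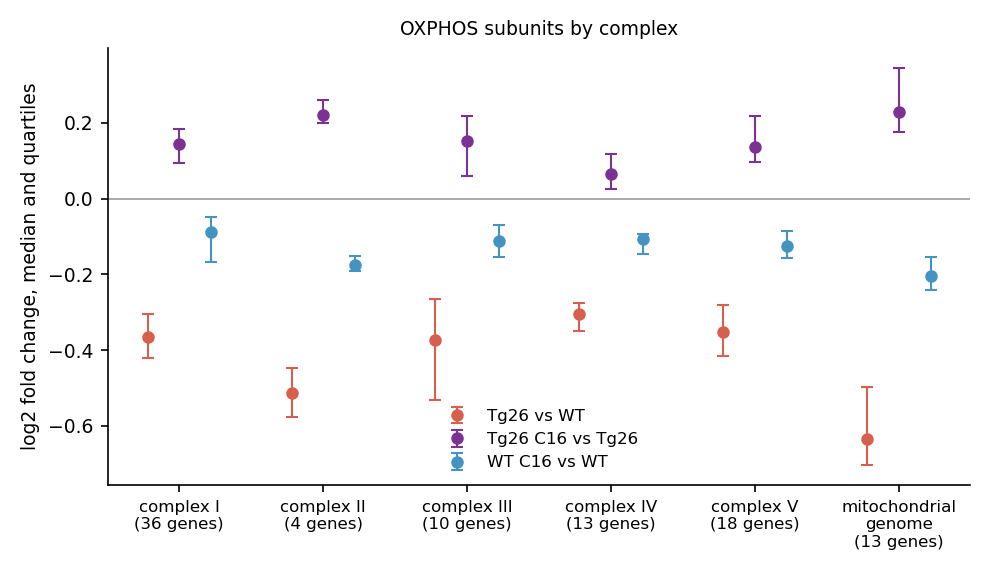
Median log2 fold change of the subunits of each respiratory complex in Tg26 against WT mice, C16-treated against untreated Tg26 mice, and C16-treated against untreated WT mice. Bars span the quartiles over the genes of a complex; scaled by TMM, the medians lie below 0 for Tg26 against WT mice and above 0 for C16-treated against untreated Tg26 mice, and with library sizes only those of complex IV change sign in both.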

**Figure 3—figure supplement 1.**
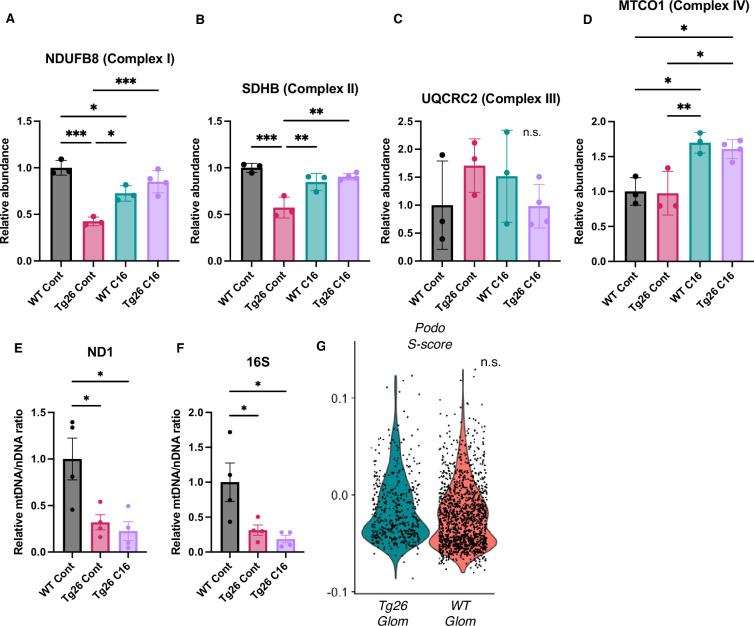
Additional data about mitochondria and S phase score of podocytes. (**A–D**) Quantification of western blot probed against mitochondrial subunits normalized by VDAC (mean with SD). (**E** and **F**) Relative expression ratio of Nd1 and 16S divided by Hk2 (mean with SEM). (**G**) Violin plot showing S phase score of podocytes in each sample (one-way ANOVA; *, p<0.05; **, p<0.01; ***, p<0.001).

These findings suggest that PKR inhibition by C16 rescued transcriptional downregulation of both nuclear-encoded and mitochondrial-encoded mitochondrial genes, but the rescue was not through increased mitochondrial DNA copy number. 

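Genes of both genomes had higher medians in C16-treated than in untreated Tg26 mice, and no single gene of either passed edgeR's test. Of the 81 nuclear-encoded subunits, 78 had a positive log2 fold change (median 0.14; adjusted p = 5.67e-07 from camera, and adjusted p = 0.57 with an estimated correlation). All 13 subunits of the mitochondrial genome were positive (median 0.23; adjusted p = 0.00219 from camera, and adjusted p = 0.57 with an estimated correlation). Scaled by library sizes only, the nuclear-encoded median was 0.0092 with 44 of 81 positive and the other 0.10 with 10 of 13 positive, or 0.15 and 0.24 relative to all genes. Beside these medians, the proximal tubule list had a median of 0.47 and the macrophage list of -1.18. Averaged per mouse, the mitochondrial-genome-encoded genes differed by -0.65 between Tg26 and WT mice (exact permutation p = 0.1, the smallest possible), and by 0.26 between C16-treated and untreated Tg26 mice (exact permutation p = 0.2). Their averages were -0.62, -0.17 and -0.21 in Tg26 replicates 1, 2 and 3, and -0.0024, -0.01 and -0.20 with C16. Much of that difference thus rested on Tg26 replicate 1. The nuclear-encoded genes differed by -0.37 and 0.15 in these comparisons (exact permutation p = 0.1 and 0.3). Several mitochondrial genes have near-identical copies on chromosome 1, among which reads were split. Of the counts of gene and copy together, the copy held 95.9% for mt-Co2, 90.4% for mt-Atp6, 90.2% for mt-Co3, 77.4% for mt-Nd3 and 58.6% for mt-Nd4l, so the values of these genes are uncertain. With each copy's counts added to its gene, the median of the 13 genes was -0.64 in Tg26 against WT mice and 0.23 with C16 in Tg26 mice. Genes and copies together took 13.4% ± 0.291 of the counts in WT mice (SD, n = 3), 10.8% ± 0.959 in Tg26 mice and 11.6% ± 0.437 in C16-treated Tg26 mice. From the expression of both gene sets and from its measurements of mitochondrial DNA copy number, the paper proposes that C16 restored transcription in both genomes without raising the number of mitochondrial genomes.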

Single-nucleus RNA-seq and subsequent pathway analysis showed that the majority of cell types, including mitochondrial proximal tubules (PT-Mito), PT-S1, injured PT (PT-Inj), and endothelial cells, manifested global downregulation of mitochondrial-expressed genes in Tg26 kidneys and that this decline was rescued by C16 treatment (Figure 3E).

### Novel proximal tubular cell cluster with high mitochondrial gene expression

Based on unbiased clustering, we identified a distinct proximal tubule cell cluster characterized by higher expression level of mitochondrial genes (PT-Mito) and consisting of 3.1–5.8% of kidney cortex cells (Figure 2E). We analyzed the seven proximal tubular cell clusters and found distinctive markers that distinguish each cluster (Figure 4A). Based on UMAP, this PT-Mito cluster was in proximity to proximal tubule-segment1 (PT-S1) and proximal tubule-segment2 (PT-S2) (Figure 2C). To confirm the presence of cells giving rise to this cluster, in situ hybridization (ISH) of mt-*Co1* and mt-*Atp6* were performed. We observed transcripts inside some nuclei in many putative PT-Mito segments with high expression of these genes (Figure 4B and C, Figure 4—figure supplement 1A and B). We also confirmed the existence of similar PT-Mito cluster in published human kidney single-nuclear RNA-seq data (Wilson et al., 2019) by the re-analysis of the original data (Figure 4—figure supplement 2A–C).

**Figure 4.**
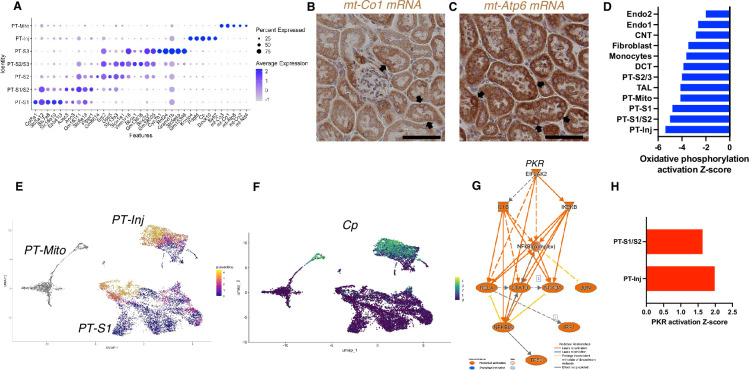
PT-Mito and PT-Inj cluster characterization. (**A**) Shown are dot plots showing the top five marker genes in each of the PT clusters (PT-S1, PT-S1/S2, PT-S2, PT-S2/S3, PT-S3, PT-Inj, PT-Mito). (**B, C**) In situ hybridization of *mt-Co1* and *mt-Atp6* genes showed signals inside nuclei of wild-type (WT) mice (scale bars are 50 μm). (**D**) Shown is the activation Z-score of the oxidative phosphorylation pathway by pathway analysis of each cluster comparing Tg26 vs WT mice. (**E**) Trajectory analysis results including PT-S1, PT-Mito, PT-Inj from WT and Tg26 mice. (**F**) Ceruloplasmin (*Cp*) expression in the trajectory analysis plot. (**G**) PKR downstream pathway mapping by IPA comparing Tg26 vs WT by bulk mRNA-seq data. (**H**) Activation Z-score of PKR pathway by IPA in each cluster comparing Tg26 vs WT.

**Figure 4—figure supplement 1.**
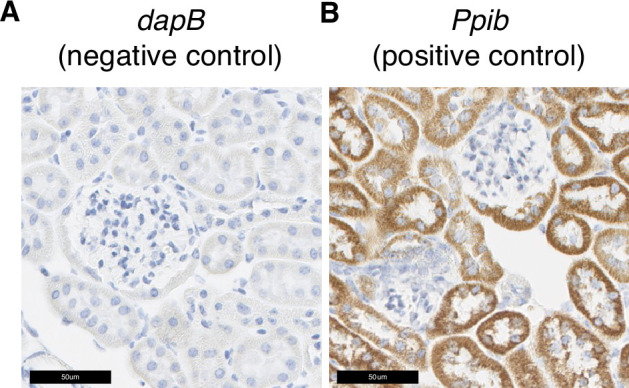
Additional in situ hybridization images. (**A**) In situ hybridization images probing *dapB* (negative control probe) showed no signals. (**B**) In situ hybridization images probing *Ppib* (positive control probe) showed strong signals.

**Figure 4—figure supplement 2.**
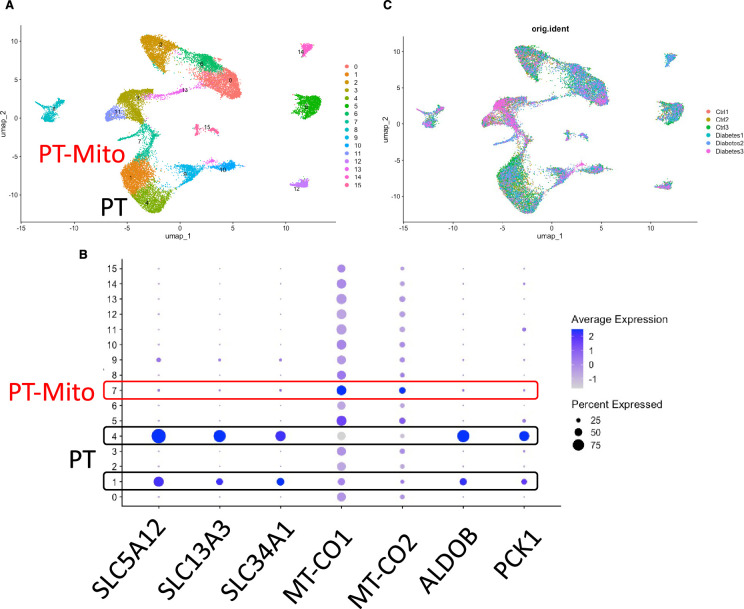
PT-Mito cluster detection of publicly available human kidney single-nuclear RNA-seq data (GSE131882). (**A**) Uniform manifold approximation and projection (UMAP) plot of human kidney single-nuclear RNA-seq data shows 16 clusters. Clusters 1, 4 are proximal tubule (PT) clusters, and cluster 7 is PT-Mito cluster. (**B**) Dot plot shows expression of PT marker genes and PT-Mito marker genes obtained from current manuscript data. PT-Mito markers including MT-CO1 and MT-CO2 had high expression in cluster 7. (**C**) UMAP plot shows all six samples are contributing to all cell clusters.

**Figure 4—figure supplement 3.**
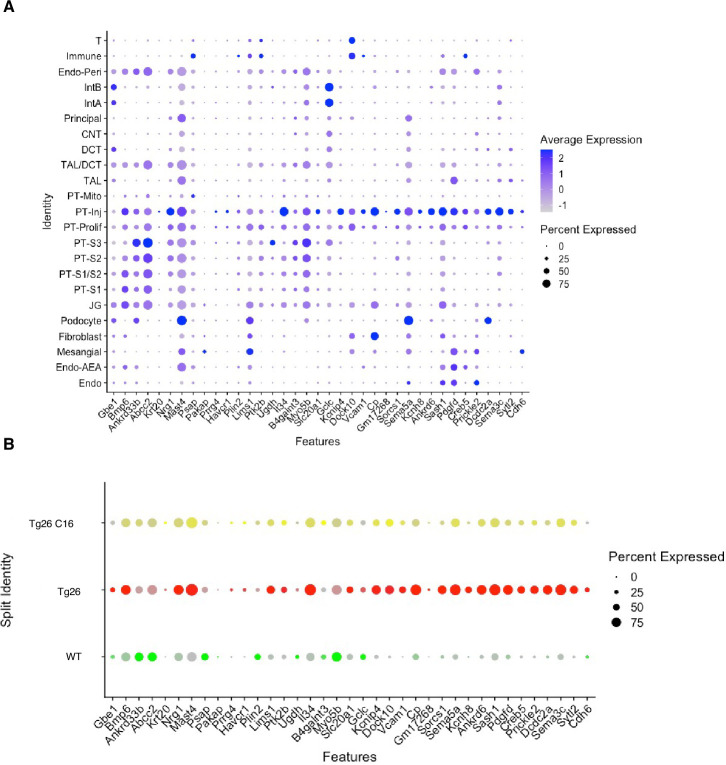
Single-nuclear RNA-seq data comparison with ischemic reperfusion injury model. (**A**) Dot plot showing expression of marker genes reported in new proximal tubular clusters by mouse ischemic reperfusion acute kidney injury model (Kirita.PNAS.2020). (**B**) Dot plot showing expression of marker genes reported (Kirita.PNAS.2020) in PT-Inj cells by snRNA-seq.

As the PT-Mito cluster was observed in both WT and Tg26 kidney in similar ratios, this new cluster could be a conserved tubular cell cluster, likely not previously reported due to mitochondrial gene filtering criteria implemented in single-nucleus RNA-seq analytic pipelines. Pathway analysis of snRNA-seq data showed that oxidative phosphorylation genes were downregulated in this PT-Mito cluster in Tg26 mice, compared to WT mice, with a Z-score of –4.123. These genes were also downregulated in other many cell types (Figure 4D). These findings suggested that mitochondrial dysfunction represents a prominent mechanistic pathway that was dysregulated in majority of cell clusters in Tg26 mice, and that mitochondrial dysfunction was pronounced in the PT-Mito cluster.

### Proximal tubular cells with injury were more frequent in Tg26 mice

We identified a proximal tubular cell cluster, enriched for injury markers (PT-Inj), which was increased in cell number and percentage in Tg26 mice when compared with WT mice and C16-treated Tg26 mice. The gene expression profile of this cluster was comparable to profiles previously reported mouse models of acute kidney injury (Kirita et al., 2020) and kidney fibrosis (Lu et al., 2021). We compared gene expression in Tg26 mice with previously reported expression of marker genes in injured proximal tubules from snRNA-seq data obtained from a mouse ischemia-reperfusion injury model (Figure 4—figure supplement 3A). We found some overlap in these two models (Tg26, ischemia-reperfusion), and the higher expression of these genes in Tg26 mice was ameliorated with C16 treatment (Figure 4—figure supplement 3B). This finding suggested some overlap of pathological molecular pathways between HIV-associated tubular injury and ischemic injury, especially at later stages when fibrosis appears.

Pseudotime analysis suggested that injured proximal tubular epithelial cells likely originated from PT-S1 segments, suggesting proximal tubular damage in Tg26 mouse kidneys (Figure 4E and F). Differential gene expression analysis and IPA upstream analysis of bulk RNA-seq data from Tg26 and WT mouse kidneys showed activation of the PKR pathway (Figure 4G). 

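Of the genes named here in the PKR pathway, some rose in Tg26 mice and others, Eif2ak2 among them, did not pass edgeR's test. The Eif2ak2 transcript does not measure the activity of PKR. The paper assessed that activity by staining for phosphorylated PKR and by its upstream analysis of regulated genes. Eif2ak2 (ENSMUSG00000024079.4), which encodes PKR and lies on chromosome 17 of mm10 from 78852564 to 78882573, was at 17.9 ± 2.88 CPM in Tg26 mice (SD, n = 3) and 16.9 ± 2.00 CPM in WT mice (log2 fold change 0.08, standard error 0.15, adjusted p = 0.739 from edgeR's quasi-likelihood test). Nfkb1, a subunit of NF-kB, was at 46.7 ± 14.2 CPM in Tg26 mice and 22.1 ± 1.89 CPM in WT mice (log2 fold change 1.08, standard error 0.17, adjusted p = 0.00118 from edgeR). Irf1, a transcription factor of the interferon response, was at 24.2 ± 7.17 and 11.2 ± 0.674 CPM (1.11, standard error 0.18, adjusted p = 0.00165 from edgeR). Rela, the other main subunit of NF-kB, rose by less (log2 fold change 0.50, adjusted p = 0.0216 from edgeR) and lost its call without WT replicate 1, WT replicate 2 or Tg26 replicate 1 (highest adjusted p 0.0931). Il1b, an inflammatory cytokine, had a log2 fold change of 1.45 (adjusted p = 0.0201 from edgeR), lost without WT replicate 2 or 3 or Tg26 replicate 1 or 2 (highest adjusted p 0.0745). For the tumor suppressor Trp53 it was 0.39 (adjusted p = 0.0325 from edgeR), lost without Tg26 replicate 1 or any of the 3 WT replicates (highest adjusted p 0.125). The kinase subunit Ikbkb (0.06, adjusted p = 0.686), the NF-kB inhibitor Nfkbia (0.45, adjusted p = 0.130) and Jun (0.40, adjusted p = 0.222) did not pass edgeR's test, and with library sizes only all 3 were called (adjusted p = 0.0207, 0.0260 and 0.0428). Of 38 interferon-stimulated genes, Eif2ak2 left out, 30 rose and 0 fell (34 higher adjusted over the list alone; median log2 fold change 1.38). Ifih1, another sensor of double-stranded RNA (chromosome 2, 62595798 to 62646255), was at 8.04 ± 2.95 CPM in Tg26 mice and 3.00 ± 0.349 CPM in WT mice (log2 fold change 1.42, standard error 0.24, adjusted p = 0.00194 from edgeR). Gbp2, an interferon-induced GTPase, rose by a log2 fold change of 2.23. Markers of macrophages (median 2.94, 24 of 24 higher) and of T and NK cells (median 0.85, 5 of 18 higher) were higher in the same comparison. Phosphorylation of eIF2α by PKR and related kinases starts the integrated stress response. Of 28 genes downstream of its transcription factor ATF4, 10 rose and 4 fell (12 and 5 adjusted over the list alone; median 0.35). Slc7a11, a cystine transporter (2.97), Nupr1 (2.05) and the transcription factor Atf3 (2.09) rose, and Shmt2 of mitochondrial folate metabolism (-0.82) and the lipoprotein receptor Vldlr (-0.59) fell. In camera the interferon-stimulated genes were higher (adjusted p = 8.35e-10, and adjusted p = 0.31 with an estimated correlation), and the ATF4 list was not called (adjusted p = 0.107).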

The per cluster upstream analysis of snRNA-seq data showed the highest PKR pathway activation in PT-Inj (Figure 4H).

### PKR inhibition rescued Stat3 activation in Tg26 mice

PKR inhibition, acting to reduce inflammatory pathway activation, may influence other important mediators of HIVAN pathophysiology. To identify possible mediators, we used upstream analysis in IPA. We compared C16-treated WT vs WT, Tg26 vs WT, and C16-treated Tg26 vs Tg26, using differential gene expression analysis. 

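Expression changed widely between Tg26 and WT mice: 2528 genes were higher and 1691 lower in Tg26 mice by edgeR's quasi-likelihood test at an adjusted p under 0.05, of 16094 tested. Of these, 1670 were higher and 123 lower by 2-fold or more. Among the largest increases were Gpnmb, a glycoprotein of macrophages, with a log2 fold change of 8.81, Ltbp2, a matrix protein that binds elastic fibers (7.29), the lysozyme gene Lyz1 (6.89) and Krt19, a keratin of simple epithelia (6.26). Some genes had no count in any WT library. Against a floor of 3 counts per library, the GABA receptor subunit Gabrp was at least 41.8-fold higher in Tg26 mice, the interleukin-1 receptor antagonist Il1rn at least 23.3-fold, the matrix metalloproteinase Mmp7 at least 16.9-fold and Oit1 at least 16.0-fold. Ccl2, a chemokine that attracts monocytes, had 3 counts over the WT libraries and 748 over the Tg26 libraries, a ratio of 187 after scaling for library size by TMM (95% counting interval 63.7 to 908). The mucin gene Muc4 had 1 and 437 counts, a ratio of 327 after the same scaling (58.4 to 12960). The lowest log2 fold changes that held without any single library included Upp2, a uridine phosphorylase, at 12.2 ± 5.54 CPM in Tg26 mice (SD, n = 3) and 56.7 ± 5.25 CPM in WT mice (-2.22, standard error 0.31, adjusted p = 6.50e-04 from edgeR). Others were the steroid 5-alpha-reductase Srd5a2 (-2.04), Eif4ebp3, a repressor of translation (-2.02), the plasma glycoprotein Hrg (-1.90) and the glucuronosyltransferase Ugt1a8 (-1.81). Lcn2, a secreted marker of tubular injury, was at 71.9 ± 60.7 CPM in Tg26 mice and 1.21 ± 1.45 CPM in WT mice (log2 fold change 5.92, standard error 1.00, adjusted p = 0.00191 from edgeR). Havcr1, another such marker known as KIM-1, was at 60.1 ± 50.6 and 2.14 ± 0.351 CPM (4.81, standard error 0.60, adjusted p = 4.31e-04 from edgeR). Between C16-treated and untreated WT mice, edgeR called 0 genes, and the smallest adjusted p was 0.216. An unadjusted p under 0.05 was found for 1199 genes, where 805 of 16094 would be expected with no effect. DESeq2 called 34 genes there and limma-voom 43. Hmox1, listed among the NRF2 genes, encodes heme oxygenase and was at 28.8 ± 9.51 CPM with C16 and 380 ± 376 CPM without (log2 fold change -3.72, adjusted p = 0.617 from edgeR). Scaled by library sizes only, 5267 genes were higher and 274 lower in Tg26 than in WT mice, and with upper-quartile factors 2785 and 1196. Without WT replicate 2 the count of 4219 was 2455 and without Tg26 replicate 1 it was 2677. With the Y-linked genes as a covariate the count was 1672, and with only these 2 groups in the fit 1995.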

All genes with multiple-testing adjusted p-values<0.05 were included in this analysis. 

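With C16, 428 genes were lower and 122 higher in Tg26 mice by edgeR's test, 246 and 25 of them by 2-fold or more. Of 42 genes of extracellular matrix and fibrosis, all 42 rose in Tg26 against WT mice (42 adjusted over the list alone; median log2 fold change 2.40), and 19 fell with C16 (41 adjusted over the list alone; median -1.47). Timp2, an inhibitor of matrix metalloproteinases, was at 31.2 ± 4.86 CPM in WT mice (SD, n = 3), and 100.2 ± 14.8 CPM in Tg26 mice (log2 fold change 1.68, adjusted p = 1.95e-04 from edgeR). With C16 it was at 43.9 ± 8.59 CPM (-1.19, standard error 0.17, adjusted p = 0.0278 from edgeR). Of 17 genes of fibroblasts, pericytes and mesangial cells, 12 rose in Tg26 mice (13 adjusted over the list alone; median 1.50) and 7 fell with C16 (13 adjusted over the list alone; median -1.02). The pericyte receptor Notch3 (-0.90) and the smooth muscle gene Tagln (-1.46) were among those that fell. Of 31 genes of proximal tubule injury and failed repair, 28 rose in Tg26 mice (30 adjusted over the list alone; median 2.45) and 5 fell with C16 (24 adjusted over the list alone; median -1.09). Krt19 fell by a log2 fold change of -2.06 and Sox9, a transcription factor of tubular repair, of -2.12. All 24 genes of macrophages and other myeloid cells rose in Tg26 mice (24 adjusted over the list alone; median 2.94), and 4 fell with C16 (21 adjusted over the list alone; median -1.18). The lysosomal protein gene Cd68 was at 2.03 ± 0.413 CPM in WT mice, 22.5 ± 4.74 CPM in Tg26 mice and 9.46 ± 3.14 CPM with C16. Of 38 cell cycle genes, 22 rose in Tg26 mice (26 adjusted over the list alone; median 1.25) and 2 fell with C16 (26 adjusted over the list alone; median -1.25), Uhrf1, which maintains DNA methylation, by a log2 fold change of -2.10. Of 36 proximal tubule genes, 19 fell and 1 rose in Tg26 mice (27 and 2 adjusted over the list alone; median -0.61), among them the endocytic receptor Cubn (-0.76) and the amino acid transporter Slc6a19 (-0.97). With C16 Lrp2, which encodes the receptor megalin, rose from 1216 ± 363 to 2244 ± 223 CPM (0.88, adjusted p = 0.0378 from edgeR), and the other 35 did not pass (9 higher adjusted over the list alone; median 0.47). In Tg26 mice 9 of the 36 fell and 2 rose with library sizes only (median -0.31, or -0.61 relative to all genes). Other genes lower with C16 were Cyp4a14, a fatty acid hydroxylase (-4.59), and the arginase Arg2 (-2.54), and genes higher with C16 included the carboxylesterase Ces2h (2.05), Srd5a2 (1.86) and the carbonic anhydrase Car9 (1.60). In camera, every list named here was called in both comparisons (adjusted p from 8.97e-22 to 1.66e-06 in Tg26 against WT mice and from 1.92e-18 to 6.52e-07 with C16). The adjusted p with an estimated correlation was 0.30 to 0.39 and 0.45 to 0.54. Of the 428 genes lower with C16, 403 were higher in Tg26 than in WT mice, where independent lists would share 67.2, and of the 122 higher with C16, 93 were lower in Tg26 mice (independent lists, 12.8). Both comparisons use the same Tg26 libraries. Across genes their log2 fold changes had a correlation of -0.70, where simulated groups with no effect gave -0.49, and a covariance of -0.35, which differed by -0.28 from the simulated -0.07. Part of the overlap may come from the shared libraries. The simulated groups had the same spread per gene in every group, while untreated Tg26 mice varied more. The SD of the matrix list's score per mouse was 0.76 in them, 0.07 in WT mice and 0.27 in C16-treated Tg26 mice. The simulation may therefore understate the effect of sharing, so the difference of -0.28 cannot be read as the part beyond it. The count of 550 genes was 0 without C16-treated Tg26 replicate 1 or replicate 2 and 116 without C16-treated Tg26 replicate 3. It was 10 without Tg26 replicate 1, 1505 without Tg26 replicate 2 and 1034 without Tg26 replicate 3. DESeq2 called 1235 genes lower and 724 higher, a fit with the Y-linked covariate called 94 genes and a fit with only these 2 groups 0, and with library sizes only 739 were lower and 81 higher.

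**Figure D4:**
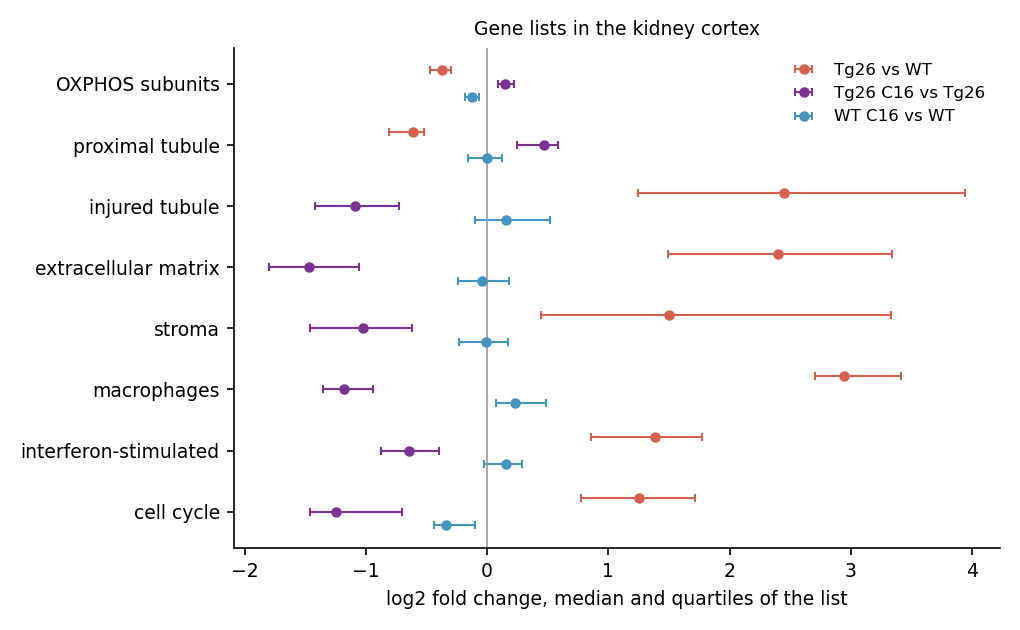
Median log2 fold change of 8 gene lists in Tg26 against WT mice, C16-treated against untreated Tg26 mice, and C16-treated against untreated WT mice. Bars span the quartiles over the genes of a list. The medians of the matrix, stroma, injury and macrophage lists lie above 0 in Tg26 against WT mice and below 0 with C16 in Tg26 mice.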

An activated Z-score was calculated for each candidate upstream regulator. Candidate transcription factors were sorted in the order of triple Z-score, which was calculated by multiplying the three Z-scores (Table 1).

**Table 1.** Activation Z-scores from bulk RNA-seq data. Activation Z-scores of transcription factors by upstream regulator analysis of Ingenuity Pathway Analysis. Triple Z-score was calculated by multiplying three Z-scores in each comparison.

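Of the 8 transcription factors of Table 1, 3 changed their own transcript in Tg26 against WT mice by edgeR's test and 0 did so with C16 in Tg26 mice. Gli1, a target and effector of Hedgehog signaling on chromosome 10 of mm10 from 127329882 to 127341974, rose from 0.357 ± 0.130 CPM in WT mice (SD, n = 3) to 2.20 ± 0.531 CPM in Tg26 mice (log2 fold change 2.60, standard error 0.39, adjusted p = 0.00106 from edgeR's quasi-likelihood test). It was at 0.805 ± 0.0289 CPM with C16 (-1.44, adjusted p = 0.0503 from edgeR; DESeq2 called it, adjusted p = 0.00699, as did edgeR with library sizes only, adjusted p = 0.0402, and without Tg26 replicate 3, adjusted p = 0.0371). Foxo1, a target of insulin signaling, fell from 108 ± 18.0 to 72.7 ± 15.1 CPM in Tg26 mice (-0.57, adjusted p = 0.0200 from edgeR), a call lost without WT replicate 2, WT replicate 3 or Tg26 replicate 1 (highest adjusted p 0.0780) and with library sizes only (adjusted p = 0.168). Creb1, a factor activated by cyclic AMP, rose from 19.9 ± 2.77 to 29.2 ± 3.45 CPM (0.56, adjusted p = 0.0231 from edgeR), lost without WT replicate 1 or 2 or Tg26 replicate 1 or 2 (highest adjusted p 0.0926). Epas1, which encodes HIF-2α (-0.16, adjusted p = 0.538), Srebf1, which drives lipid synthesis (0.15, adjusted p = 0.736), Atf4 of the integrated stress response (-0.16, adjusted p = 0.266) and Smad2 of TGF-beta signaling (0.07, adjusted p = 0.541) did not pass edgeR's test in Tg26 mice, though Smad2 was called with library sizes only (0.38, adjusted p = 0.00879). With C16 their log2 fold changes were 0.12 for Foxo1 (adjusted p = 0.659), -0.03 for Epas1 (0.926), 0.11 for Srebf1 (0.854), -0.16 for Creb1 (0.556), -0.09 for Atf4 (0.643) and 0.14 for Smad2 (0.267), all adjusted p from edgeR. In C16-treated against untreated WT mice 0 of the 8 passed edgeR's test, Foxo1 having a log2 fold change of -0.30 (adjusted p = 0.682) and Creb1 of 0.42 (adjusted p = 0.624). The activation Z-scores come from Ingenuity Pathway Analysis and were not recomputed here.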

Upstream regulator	Activation Z-scoreWT C16 vs WT	Activation Z-scoreTg26 vs WT	Activation Z-scoreTg26 C16 vs Tg26	Triple Z-score
**STAT3**	–2.183	6.286	–3.182	43.66
**FOXO1**	–3.618	3.991	–2.697	38.94
**GLI1**	–2.335	5.517	–2.936	37.82
**EPAS1**	–2.665	3.554	–3.242	30.71
**SREBF1**	–3.013	3.672	–2.63	29.10
**CREB1**	–2.325	4.181	–2.916	28.35
**ATF4**	–2.606	4.445	–2.028	23.49
**SMAD2**	–2.207	2.791	–2.335	14.38

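Stat3 (ENSMUSG00000004040.16), on chromosome 11 of mm10 from 100885098 to 100939540, was at 160 ± 26.4 CPM in Tg26 mice (SD, n = 3), 106 ± 30.5 CPM in WT mice, 94.8 ± 12.5 CPM in C16-treated Tg26 mice and 89.3 ± 33.4 CPM in C16-treated WT mice. Its log2 fold change was 0.59 in Tg26 against WT mice (standard error 0.26, adjusted p = 0.115 from edgeR's quasi-likelihood test) and -0.75 with C16 in Tg26 mice (standard error 0.26, adjusted p = 0.101 from edgeR), neither of which passed. DESeq2 called the second (adjusted p = 0.0381) and not the first (adjusted p = 0.0815), and with library sizes only edgeR called the first (adjusted p = 0.0239). Of 41 measured target genes and pathway members of STAT3, Stat3 left out, 22 rose and 2 fell in Tg26 mice and 17 did not pass (25 and 3 adjusted over the list alone; median log2 fold change 1.24). The macrophage list had a median of 2.94 in Tg26 mice and of -1.18 with C16. Vim, the intermediate filament vimentin (chromosome 2, 13573927 to 13582826), was at 21.8 ± 0.575 CPM in WT mice and 119.7 ± 46.1 CPM in Tg26 mice (log2 fold change 2.46, standard error 0.24, adjusted p = 1.75e-04 from edgeR). With C16 it was at 50.7 ± 9.91 CPM (-1.24, standard error 0.23, adjusted p = 0.0321 from edgeR). Osmr, the receptor of oncostatin M (chromosome 15, 6813577 to 6874969), was at 9.18 ± 1.95, 32.6 ± 5.45 and 14.5 ± 4.61 CPM in WT, Tg26 and C16-treated Tg26 mice (1.83, adjusted p = 5.39e-04, and -1.17, adjusted p = 0.0356, both from edgeR). The complement component C3 rose from 15.9 ± 1.10 to 620 ± 445 CPM in Tg26 mice (5.28, adjusted p = 2.87e-04 from edgeR), and ceruloplasmin, Cp, from 20.8 ± 3.88 to 166 ± 93.3 CPM (3.00, adjusted p = 5.66e-04 from edgeR). The kinase gene Pim3 fell in Tg26 mice (-0.51, adjusted p = 0.00512 from edgeR), though not with library sizes only, and Vegfa fell by a log2 fold change of -0.63, a call lost when any 1 of the 3 WT replicates was left out (highest adjusted p 0.0633). With C16, 4 of the 41 fell and 0 rose in Tg26 mice (25 lower and 1 higher adjusted over the list alone; median -1.13). Besides Vim and Osmr these were Fos, an immediate early transcription factor (-1.86, adjusted p = 0.0378 from edgeR), and fibronectin, Fn1 (-1.61, adjusted p = 0.0487 from edgeR). In camera the list was higher in Tg26 mice (adjusted p = 5.51e-06) and lower with C16 (adjusted p = 5.67e-07), and the adjusted p with an estimated correlation was 0.30 and 0.45. No gene was called with C16 without C16-treated Tg26 replicate 1 or replicate 2.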

Stat3 and representative examples of Stat3-regulated gene expressions profiles are shown for each tissue comparison (Figure 5A and B). Interestingly, Stat3 was the most activated upstream regulator and is a well-characterized transcriptional regulator in kidney disease, including in the Tg26 mouse model (Feng et al., 2009). We confirmed Stat3 activation through phosphorylation by western blot showing increased phosphorylation (Figure 5C and D) and immunohistochemistry (Figure 5E–G). These data suggest that PKR inhibition may be therapeutic for Tg26 kidney disease, promoting deactivation of Stat3 and downstream inflammatory pathways. 

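Genes of NF-kB signaling rose in Tg26 mice and were lower after C16, with few single genes past the test for the treatment. Of 36 NF-kB members and targets, 30 rose and 1 fell in Tg26 against WT mice (31 and 1 adjusted over the list alone; median log2 fold change 1.79). Macrophage markers had a median of 2.94 in these mice and of -1.18 with C16. Cd44, a receptor of hyaluronan, rose by a log2 fold change of 4.77 (adjusted p = 1.37e-04 from edgeR). Vcam1, an adhesion molecule for leukocytes, rose from 10.4 ± 1.90 CPM in WT mice (SD, n = 3) to 126 ± 57.4 CPM in Tg26 mice (adjusted p = 2.10e-04 from edgeR). Sod2, the mitochondrial superoxide dismutase, was the member that fell (-0.58, adjusted p = 0.0152 from edgeR; not called with library sizes only). With C16, Csf1, a growth factor of macrophages (-1.10, adjusted p = 0.0467 from edgeR), and Tnfaip2 (-0.61, adjusted p = 0.0447 from edgeR) fell, and the other 34 did not pass (11 lower adjusted over the list alone; median -0.59). Icam1, another adhesion molecule (-0.88, adjusted p = 0.0600), and Ccl2 (-1.50, adjusted p = 0.0617) missed the threshold in edgeR, and DESeq2 called both. The interferon-stimulated genes had a median of -0.65 with C16 with 0 of 38 called by edgeR, Ifih1 having a log2 fold change of -0.69 (adjusted p = 0.0960 from edgeR). Scores of this list were 1.41, 0.63 and 0.04 in Tg26 replicates 1, 2 and 3, and 0.04, 0.01 and 0.49 with C16. The groups overlapped, and much of the difference rested on Tg26 replicate 1. Immediate early genes had a median of 0.96 in Tg26 mice, 7 of 18 higher and 0 lower (8 adjusted over the list alone), and of -0.99 with C16, Fos alone passing the test (12 lower adjusted over the list alone). In camera the NF-kB list was higher in Tg26 mice (adjusted p = 9.57e-14; adjusted p = 0.30 with an estimated correlation) and lower with C16 (adjusted p = 4.36e-06; adjusted p = 0.54 with an estimated correlation). With C16 the interferon-stimulated genes (adjusted p = 6.38e-05 from camera) and the immediate early genes (adjusted p = 9.98e-06 from camera) were lower too, with adjusted p = 0.57 and 0.45 with an estimated correlation. The calls of Csf1, Tnfaip2 and Fos were lost without C16-treated Tg26 replicate 1 or replicate 2. From its upstream analysis of all genes with an adjusted p under 0.05 and its blots and staining for phosphorylated STAT3, the paper proposes that inhibition of PKR lowers STAT3 activity and the inflammatory pathways that follow it.

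**Figure D5:**
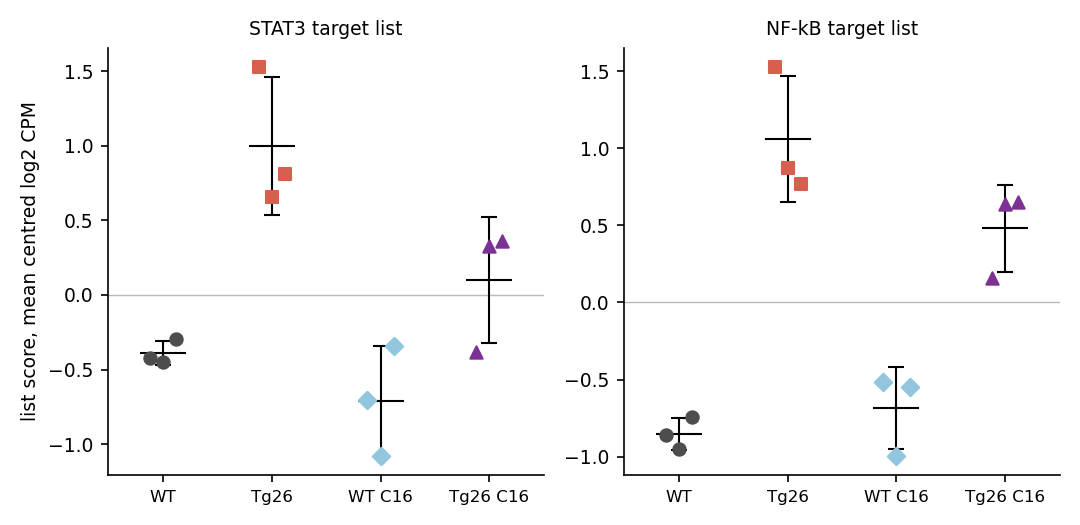
Mean log2 CPM of the STAT3 list and of the NF-kB list in each mouse, each gene first set relative to its mean over all 12 libraries, by group. Points are mice, and bars give the mean and SD of 3 mice; both lists are highest in untreated Tg26 mice.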

Based on single-nucleus RNA-seq and IPA upstream analysis, we confirmed that Stat3 was activated in the majority of cell types in Tg26 and especially in PT-Inj (Figure 5H). As Stat3 translocate to mitochondria and alter cell metabolism (Xu et al., 2016), Stat3 may also be an important mitochondrial regulator in the pathogenesis of HIVAN.

**Figure 5.**
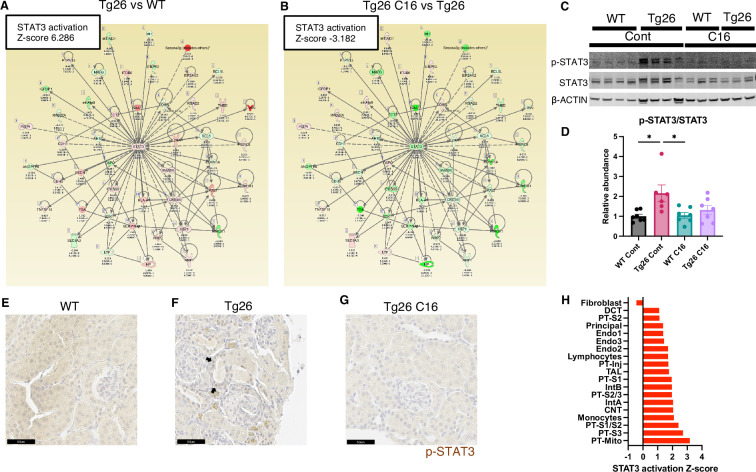
STAT3 activation downstream of PKR. (**A, B**) Shown is mapping of STAT3 regulating genes comparing Tg26 vs WT (Z-score 6.286), Tg26 C16 vs Tg26 (Z-score –3.182) by bulk mRNA-seq. Red color indicates upregulation and green color indicates downregulation, quantified as log2-fold change, p-value; and adjusted p-value by false discovery rate are shown. Solid line indicates known positive regulation, dotted line indicates known negative regulation. (**C**) Representative immunoblotting of phospho-STAT3, STAT3, and β-ACTIN. (**D**) Quantitative results of phospho-STAT3/STAT3 by immunoblotting (mean with SEM, one-way ANOVA; *, p<0.05). (**E–G**) Phospho-STAT3 immunostaining of mouse kidneys is shown (scale bars are 50 μm). Arrows indicate p-Stat3 detection in injured tubular cells. (**H**) STAT3 activation Z-score by upstream regulator analysis comparing Tg26 vs WT in each cluster by snRNA-seq.

### PKR inhibition restored reduced mitochondrial respiration capacity in Tg26

These data indicated that mitochondrial-expressed gene transcription was inhibited in the kidney cortex of Tg26 mice and was rescued by PKR inhibition. 

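Scaled by TMM, a minority of the genes that transcribe the mitochondrial genome, build its ribosomes or assemble the complexes passed as lower in Tg26 mice, and with library sizes only none did. Of 22 genes of mitochondrial biogenesis and of mitochondrial DNA transcription and replication, 6 fell and 1 rose (6 and 1 adjusted over the list alone; median log2 fold change -0.28). With library sizes only, 0 fell and 3 rose, and the median was 0.02, or -0.28 relative to all genes. Tfam, which packages and transcribes mitochondrial DNA (chromosome 10, 71225464 to 71238280 of mm10), was at 41.3 ± 6.33 CPM in Tg26 mice (SD, n = 3) and 60.4 ± 1.87 CPM in WT mice (-0.55, standard error 0.11, adjusted p = 0.00532 from edgeR's quasi-likelihood test). The mitochondrial transcription factor Tfb2m (-0.58, adjusted p = 0.0100 from edgeR) and the elongation factor Tefm (-0.51, adjusted p = 0.0126 from edgeR) fell, and Pprc1, a coactivator of the PGC-1 family, rose by 0.42, a call lost without WT replicate 1 or 2 or Tg26 replicate 1 (highest adjusted p 0.139). With C16, Tefm had a log2 fold change of 0.49 (adjusted p = 0.0522 from edgeR), Tfb2m of 0.48 (adjusted p = 0.0662) and the nuclear receptor Esrrg of 0.54 (adjusted p = 0.0504), and DESeq2 called all 3. The list's median was 0.24 with C16 (5 higher adjusted over the list alone). Of 77 mitochondrial ribosomal proteins, 17 fell in Tg26 mice (15 adjusted over the list alone; median -0.23) and 0 passed with C16 (median 0.16). Of the 77, 0 fell and 4 rose in Tg26 mice with library sizes only, with 61 positive and a median of 0.08, or -0.21 relative to all genes. Of 31 assembly factors of complexes I and IV, 12 fell (17 adjusted over the list alone; median -0.35), among them Coa6 (-0.64) and Nubpl (-0.51), and 0 passed with C16 (median 0.25); with library sizes only 0 of the 31 fell in Tg26 mice (median -0.05, or -0.34 relative to all genes). The medians with C16 under that scaling were 0.11 for biogenesis, 0.03 for ribosomal proteins, with 45 of 77 positive, and 0.12 for assembly, or 0.25, 0.17 and 0.26 relative to all genes. Lrpprc, which stabilizes mitochondrial mRNAs, fell by a log2 fold change of -0.47 (adjusted p = 0.00467 from edgeR) and had 0.32 with C16 (adjusted p = 0.0729 from edgeR). In camera each of these 3 lists was lower in Tg26 mice (adjusted p = 0.00293, 9.67e-08 and 1.13e-06) and higher with C16 (3.37e-04, 2.12e-07 and 8.64e-06). The adjusted p with an estimated correlation was 0.30, 0.36 and 0.30 in Tg26 mice and 0.45, 0.57 and 0.54 with C16. In these comparisons the proximal tubule list had medians of -0.61 and 0.47, and the macrophage list of 2.94 and -1.18. Among C16-treated mice, the log2 fold changes of Tg26 against WT mice had a slope of 0.26 on those among untreated mice, over the 94 genes of oxidative phosphorylation (jackknife standard error 0.20), and the pair of comparisons shares no library. The WT reference moved too: with C16 in WT mice the 94 genes had a median of -0.13, with 88 negative and 0 called. Against untreated WT mice their median was -0.23 in C16-treated Tg26 mice and -0.37 in untreated Tg26 mice. The slope is therefore not the share of the decrease that C16 left in Tg26 mice. Over all tested genes the slope was 0.44 (jackknife standard error 0.12). Over all genes called in Tg26 against WT mice it was 0.49 (0.14), over those called higher 0.50 (0.13). Over those called lower, the direction of the oxidative phosphorylation genes, it was 0.24 (0.12). The called genes were selected in the untreated comparison itself, which pulls their slopes towards 0. That pull can differ between directions, as the medians were 1.35 for genes called higher and -0.49 for those called lower. The slopes of 0.50 and 0.24 therefore cannot show that the directions differed. The slope of 0.26 was 0.14 without C16-treated Tg26 replicate 3, 0.39 without C16-treated Tg26 replicate 1 and 0.15 with library sizes only. With library sizes only, Tfam, Tfb2m, Tefm, Coa6, Nubpl and Lrpprc lost their calls.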

To investigate mitochondrial functions in kidney, we prepared enriched glomerular and proximal tubular tissue extracts. These were tested for mitochondrial respiratory capacity using the Seahorse extracellular flux analyzer. The results showed reduced maximum respiration and spare respiratory capacity in Tg26 compared to WT mice (Figure 6A–C). Reduced respiratory capacity in Tg26 mice was rescued by C16 treatment, suggesting that PKR inhibition restored impaired mitochondrial respiration in Tg26 mice. Similarly, proximal tubular tissue ex vivo also showed lower maximum respiration and less spare respiratory capacity in Tg26 mice compared to WT mice (Figure 6D–F); both parameters were normalized by C16 treatment. Thus, PKR inhibition rescues mitochondrial dysfunction in both glomerular and proximal tubular cells.

**Figure 6.**
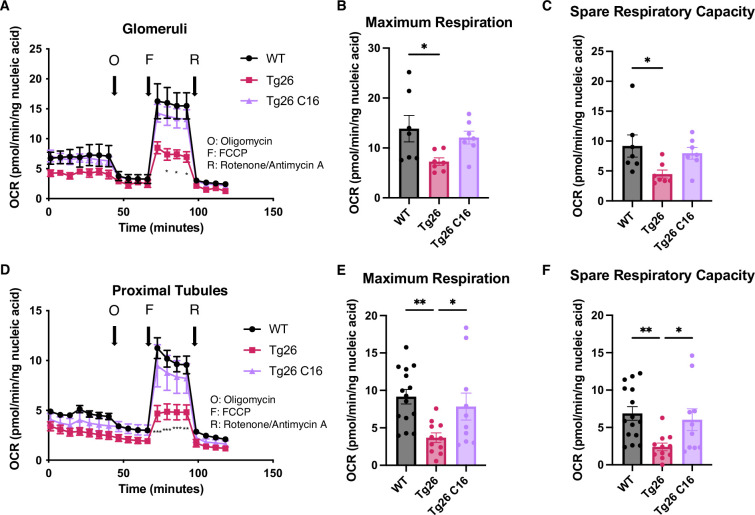
PKR inhibition with C16 reverses mitochondrial dysfunction in Tg26 glomeruli and proximal tubules. (**A**) Shown are oxygen consumption rate (OCR) measurements during cell mitochondrial stress testing, using extracted glomeruli from wild-type (WT), Tg26, and C16 Tg26 kidney tissue. (**B**) Maximum respiration rate was calculated by OCR measurements of glomeruli (mean with SEM). (**C**) Spare respiratory capacity was calculated by OCR measurements of glomeruli (mean with SEM). (**D**) Shown are OCR measurements during cell mitochondrial stress testing, using extracted proximal tubules from WT, Tg26, and C16 Tg26 kidney tissue. (**E**) Maximum respiration rate was calculated by OCR measurements of isolated proximal tubules (mean with SEM). (**F**) Spare respiratory capacity was calculated by OCR measurements of isolated proximal tubules (mean with SEM). (one-way ANOVA; *, p<0.05; **, p<0.01). Figure 6—source data 1.Uncropped and labeled gels for Figure 6C. Figure 6—source data 2.Raw unedited gels for Figure 6C.

### Podocytes in Tg26 mice showed high HIV-1 gene expression with podocyte loss

Although the Tg26 mouse is a well-characterized model of HIVAN, expression levels of each of the HIV-1 genes in single kidney cells has not been previously reported. Using single-nucleus RNA-seq, we annotated expression of each HIV-1 gene, with the aim to quantify HIV-1 gene expression at single-cell resolution (Figure 7A). Among all kidney cell types, HIV-1 genes were expressed at high levels in podocytes, consistent with the notion that HIV-1 gene expression is particularly injurious to podocytes. HIV-1 gene expression data from this study are consistent with the current understanding that *vpr* and *nef* are main contributors to the pathogenesis of HIVAN. Absolute podocyte loss in Tg26 mice, and podocyte recovery with C16 treatment, were also confirmed by p57 staining and podocyte estimation using the podometric analysis implemented in PodoCount (Figure 7B–E).

**Figure 7.**
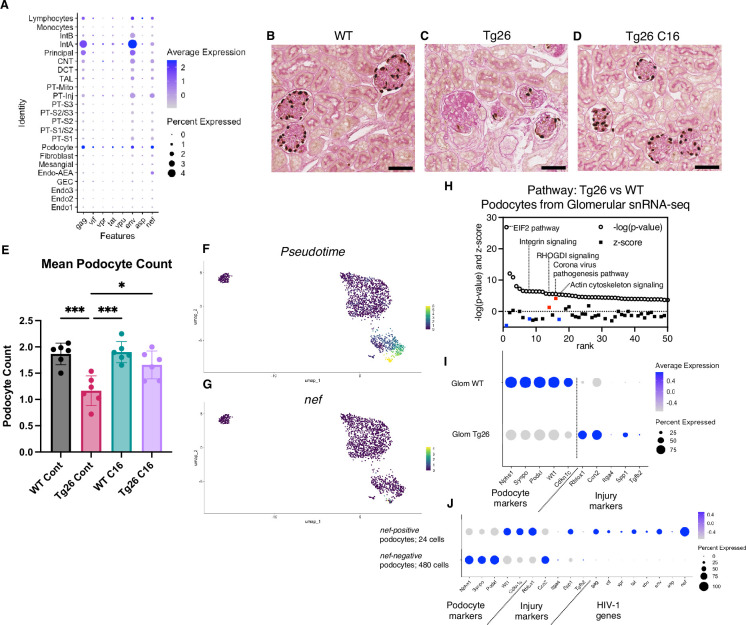
HIV-1 gene expression causes Tg26 podocytes dedifferentiation. (**A**) Shown is dot plot demonstrating HIV-1 gene expression levels in each cluster detected by snRNA-seq. (**B–D**) p57 staining of kidney showing podocyte loss and dedifferentiation (scale bars are 50 μm). (**E**) PodoCount analysis showed podocyte loss in Tg26 and was rescued by C16 (one-way ANOVA; *, p<0.05; ***, p<0.001). (**F**) Trajectory analysis of podocytes by snRNA-seq data from wild-type (WT), Tg26 glom samples. (**G**) Trajectory map showing *nef* expression. (**H**) Pathway analysis results by IPA comparing Tg26 vs WT using glomerular snRNA-seq data from podocyte cluster. (**I**) Dot plot showing podocyte marker genes and representative differentially expressed genes in podocytes by glomerular snRNA-seq. (**J**) Dot plot comparing expression of representative genes in glomerular Tg26 podocytes between *nef*-positive and *nef*-negative podocytes.

### Podocytes in Tg26 mice showed dedifferentiation and dysregulation of cytoskeleton-related pathways

Since podocytes in Tg26 mice expressed the HIV-1 genes *vpr* and *nef*, we investigated related pathways that were dysregulated in podocytes. The yield of podocytes from kidney cortex samples was relatively low and, therefore, we used snRNA-seq data from isolated glomeruli from WT and Tg26 mice, which enriched podocytes. Pseudotime analysis of these data showed progression in transcripts from WT podocytes to the majority of Tg26 podocytes, showing *nef* expression in most injured Tg26 podocytes (Figure 7F and G). Differential expression analysis and pathway analysis suggested that in Tg26 mice, Rho protein dissociation inhibitors (RHOGDI) signaling and corona virus pathogenesis pathways were activated, while integrin and actin cytoskeleton signaling pathways were deactivated (Figure 7H).

These findings are consistent with the previous reports and with a common conceptual model in which podocyte dedifferentiation starts with cytoskeletal changes and progresses to cell detachment from the glomerular tuft (Lu et al., 2008; Husain et al., 2005; Sunamoto et al., 2003). We confirmed dedifferentiation of podocytes in Tg26 mice by showing downregulation of podocyte markers and reversal or prevention of dedifferentiation in Tg26 mice treated with C16 (Figure 7I). This was also demonstrated histologically by p57 staining, which was lost in Tg26 and then regained following C16 treatment (Figure 7B–D). We also found increased expression of *Ccn2* (encoding cellular communication network factor 2), an epithelial-mesenchymal transition marker, in Tg26 podocytes. This is consistent with the signatures that we previously reported in urine podocytes in a single-cell clinical study of FSGS patients (Latt et al., 2022). We also observed upregulation of *Rbfox1*, encoding RNA-binding fox-1 homolog-1, as candidate disease marker in Tg26 podocytes (Figure 7I). Rbfox1 also regulates key neuronal functions (Carreira-Rosario et al., 2016; Lee et al., 2016).

Expression of integrin subunits *Itga4* and of *Spp1* (encoding osteopontin) and *Tgfb2* (encoding transforming growth factor β2) was also upregulated in Tg26 podocytes, indicating activation of cell adhesion and pro-fibrotic processes (Figure 7I). We compared gene expression in *nef*-positive podocytes (24 cells) and *nef-negative* podocytes (480 cells) from Tg26 glomerular data, to confirm the association between HIV-1 gene expression and transcriptomic changes. We found lower expression of canonical podocyte marker genes, including *Nphs1*, *Synpo*, together with higher expression of *Rbfox1* and *Spp1* described above (Figure 7J).

### Tg26 kidney cells showed active cell-cell interaction

To investigate pathological cell-cell interactions in Tg26 kidneys and the ameliorative effect of PKR inhibition, we performed cell-cell interaction analysis using the snRNA-seq data. The expression heatmap suggested changes in cell-cell interaction in each sample at the resolution of each identified cell cluster (Figure 8A–C). We sought candidate cell types that might contribute to Tg26 pathology and found candidate ligand-receptor pairs (Figure 8D–F). For example, platelet-derived growth factor D (PDGF-D) was upregulated in PT-Inj in Tg26 mice and was downregulated by C16 treatment (Figure 8G). Further, PDGF-D may interact with PDGFR-B in fibroblasts. Immunohistochemistry demonstrated the presence of PDGF-D in the vicinity of dilated tubules (Figure 8H and I). As PDGF-D is known to be induced by STAT3, these findings identified a potential fibrogenic pathway triggered by PKR activation in PT-Inj.

**Figure 8.**
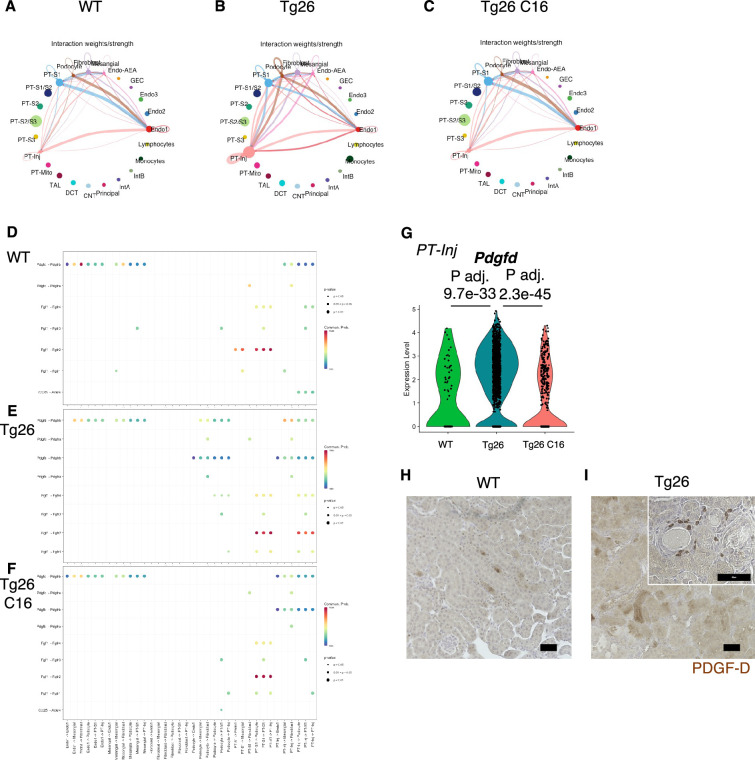
Cell-cell interaction analysis shows activated ligand-receptor interaction: platelet-derived growth factor (PDGF)-D-PDGFR-B pathway in Tg26. (**A–C**) Circles plot showing cell-cell interaction weight in each sample at the resolution of each identified cell cluster. (**D–F**) Shown are dot plots depicting results from cell-cell interaction analysis of wild-type (WT), Tg26, C16 Tg26 snRNA-seq data. (**G**) Violin plots showing Pdgfd expression levels in the PT-Inj cluster. (**H, I**) PDGF-D immunostaining of mouse kidneys is shown (scale bars are 50 μm).

## Discussion

This work, applying combined analysis of single-nucleus RNA-seq and bulk RNA-seq data, highlight the role of PKR activation in the Tg26 HIVAN mouse model and show mitochondrial dysfunction to be one of the most dysregulated pathways. Mitochondrial dysfunction in Tg26 mouse glomeruli and myocytes has been previously reported (Bryant et al., 2018; Cheung et al., 2019). The present study demonstrated by single-nucleus RNA-seq and Seahorse bioenergetics assay that mitochondrial dysfunction is induced in various cell types in Tg26 kidney, especially proximal tubular cells and endothelial cells. It is likely that HIVAN tubular pathology is mediated, at least in part, by mitochondrial dysfunction in proximal tubular cells, and that glomerular mitochondrial dysfunction is mainly confined to endothelial cells. Further, PKR activation may be one of several processes that contributes to mitochondrial dysfunction in HIVAN. A recent report using tubular cell-specific Vpr overexpression mouse model has shown that mitochondrial dysfunction is implicated in tubular injury. Our findings are congruent with this report (Chen et al., 2023).

Further, single-nucleus RNA-sequencing of Tg26 kidney cortex identified a novel mitochondrial gene-enriched proximal tubular cell population (PT-Mito). This cell population had not been previously recognized, likely due to filtering criteria routinely employed to reduced mitochondrial genome-encoded transcript levels in single-cell/single-nucleus datasets. It has been well established that a high percentage of mitochondrial transcripts captured in single-cell RNA-seq studies suggests stressed cells, and these cells are typically excluded from analysis. However, in single-nucleus RNA-seq datasets, mitochondrial gene percentage is generally low following the nuclear purification. Most nuclei captured have mitochondrial transcripts levels of <1% of the total transcripts captured. Therefore, we did not filter out mitochondrial transcripts entirely from the analysis but excluded nuclei with >20% mitochondrial transcripts (Slyper et al., 2020). By not filtering out mitochondrial genes in the analysis, we found dysregulation of these transcripts, providing clues to pathogenesis.

We further demonstrated by ISH the presence of mitochondrial transcripts in nuclei whose cells were identified in single-nuclei analysis of the same tissue samples. Although we cannot completely exclude the possibility of having captured some mitochondria during nuclear preparation, we confirmed expression of nuclear genes, such as *Gpx1* and *Gpx3*, which were also highly expressed in this PT-Mito cluster. A relatively high abundance of mitochondrial transcripts in the PT-Mito cluster may indicate the existence of mitochondrial transcripts that were transported into nuclei. This PT-Mito cluster might have remained previously undetected because of the similarity of its transcripts with that of those other proximal tubules and the lack of cell-type-specific markers. Considering the high mitochondrial gene expression levels and corresponding mitochondrial pathway dysregulation in Tg26 mice, this PT-Mito cluster may represent the most metabolically active cells, which are also the most highly vulnerable cell type in proximal tubules. Nevertheless, considering the downregulation of both nuclear and mitochondrial encoded genes involved in oxidative phosphorylation, mitochondrial dysfunction likely plays a major role in the pathology of HIVAN.

Another novel finding arose from investigating HIV-1 gene expression in the Tg26 mouse. Transcripts for all transgene-encoded HIV-1 genes were detected in all cell types examined, albeit some transcripts were present at low expression levels. This included transcripts for *nef* and *vpr* that are, according to current understanding, the main contributors to HIVAN (Zuo et al., 2006; Rednor and Ross, 2018). Podocytes showed the highest levels of transgene expression, which is consistent with the prominent pathology observed in podocytes. This finding suggests a shared but unknown mechanism in virus-related nephropathies with podocyte damage. One possible explanation for podocytes not showing overt mitochondrial gene dysregulation despite high HIV-1 gene expression (compared to proximal tubular cells and endothelial cells) is a possible tighter regulation of mitochondrial gene expression in podocytes, as suggested by Li et al., 2017. With regard to S phase-specific genes (Tirosh et al., 2016), we did not find a consistent expression change in cells including podocytes from the glomerular sample (Figure 3—figure supplement 1G).

Further, we identified a putative activated pathway involving PKR-STAT3-PDGF-D-PDGFR-B in injured proximal tubules. The PKR-STAT3-PDGF signaling cascade has been reported in PKR-null mouse embryonic fibroblasts (Deb et al., 2001). PDGF-D and PDGFR-B contribute to fibrosis in glomeruli and the tubulointerstitium in experimental animal studies (Kok et al., 2014; Buhl et al., 2020). Inhibiting this pathway may offer an avenue to reduce kidney injury in HIVAN. Further studies will be needed to confirm whether this mechanism is shared with human HIVAN or other RNA virus-associated kidney diseases.

The present study has limitations. First, the Tg26 mouse model involves a partial HIV-1 transgene that may not recapitulate all aspects of clinical HIVAN. Second, gene expression changes after C16 treatment may include changes secondary to the attenuated renal injury, in addition to the direct effect of C16. Third, we acknowledge the possibility of a non-specific effect of C16 as an inhibitor of PKR (Chen et al., 2008; Lopez-Grancha et al., 2021; Cusack et al., 2023).

In conclusion, by combining single-nucleus RNA-seq and bulk RNA-seq analysis, we identified mitochondrial dysfunction as the central mechanism for proximal tubule injury in the Tg26 HIVAN mouse model. This process was largely reversed by treatment with the PKR inhibitor C16. Further studies of HIVAN-associated mitochondrial dysfunction may lead to targeted therapeutics.

## Materials and methods

### Mice

Hemizygous (Tg26^+/-^) male mice were bred with WT FVB/N female mice to generate Tg26 hemizygous mice. Transgenic mice were identified by PCR genotyping. We studied both male and female mice, aged 6–12 weeks. Mice in treatment groups were matched for sex.

For PKR inhibition treatment, the C16 treatment group mice received 10 µg/kg body weight of C16 (Sigma-Aldrich, St. Louis, MO, USA) dissolved in 0.5% DMSO-PBS (10 ml/kg body weight), administered intraperitoneally three times weekly (Okamoto et al., 2018) from 6 weeks to 12 weeks of age. Urine collection (in 24 hr metabolic cages) and body weight measurements were performed at 6 weeks of age before treatment and 12 weeks of age after treatment. Mice were euthanized and plasma, serum, and kidney samples were collected at age of 12 weeks.

### Mouse chemistry measurements

Plasma creatinine was measured by isotope dilution LC-MS/MS at The University of Alabama at Birmingham O’Brien Center Core C (Birmingham, AL, USA). Urine albumin levels were measured using Albuwell M ELISA kits (Ethos Biosciences, Newtown Square, PA, USA). Urine creatinine concentrations were measured using the Creatinine Companion kit (Ethos Biosciences, Newtown Square, PA, USA). Urinary NGAL and KIM-1 were measured by the Mouse Lipocalin-2/NGAL DuoSet ELISA and Mouse TIM-1/KIM-1/HAVCR Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA).

### Glomerular and proximal tubule enrichment method

Mice were anesthetized using 2,2,2-trimbromoethanol (Avertin) and the abdominal aorta and vena cava were exposed. After clipping the abdominal aorta distal to renal artery bifurcation, a catheter was inserted into the aorta proximal to an incision above iliac artery bifurcation. After clipping the celiac trunk, superior mesenteric artery, and thoracic aorta proximal to renal arteries bifurcation, a small incision was made in the renal vein to perfuse both kidneys with 1 ml of PBS. Next, kidneys were perfused twice with 10 µl of Dynabeads M-450 Tosylactivated (#14013, Thermo Fisher Scientific, Waltham, MA, USA), to facilitate isolation of glomeruli.

Kidneys were immediately collected, decapsulated, and placed into Hanks’ Balanced Salt Solution (HBSS) medium on ice. Kidneys were minced using razor blades and enzymatically digested in 1 ml of HBSS containing 4 mg collagenase A (#10103586001, Sigma, Darmstadt, Germany) and 40 μl DNase I recombinant (E04716728001, Sigma, Darmstadt, Germany) for 30 min at 37°C with shaking at 1500 rpm. Glomerular samples were collected after filtration through a 100 μm strainer, followed by magnetic separation (MPC-S, DYNAL) and three PBS washes. Proximal tubular samples were collected from the non-glomerular supernatant of the first magnetic separation step. Proximal tubules were isolated by centrifugation through 31% Percoll (17089102, Cytiva, Marlborough, MA, USA)-PBS centrifugation, followed by an additional wash and centrifugation with PBS, following a published protocol (Iwakura et al., 2019; Andargie et al., 2021).

### Mouse kidney pathological evaluation, ISH, and immunohistochemistry

Mouse kidney tissues were fixed with 10% buffered formalin for 24 hr, embedded in paraffin, and sectioned at 4–5 μm, and stained with hematoxylin and eosin, periodic acid Schiff, and Picrosirius Red. Chromogenic in situ detection of RNA was performed using RNAscope 2.5 HD Reagent Kit (catalog # 322310, Advanced Cell Diagnostics, Biotechne, Minneapolis, MN, USA) with the RNA probes Mm-mt-Co1, Mm-mt-Atp6, dabB (negative control), Mm-Ppib (positive control) (catalog # 517121, 544401, 310043, 313911).

For immunohistochemistry, tissue sections were deparaffinized/rehydrated, antigens were retrieved by citrate buffer, and non-specific binding was blocked. Sections were incubated with primary antibody against phospho-Stat3 (Tyr705) (#9145, 1:100 dilution, Cell Signaling, Danvers, MA, USA), phopho-PKR (Thr 446) (#sc16565, 1:50 dilution, Santa Cruz Biotechnology, Dallas, TX, USA) and PDGF-D (ab181845, Abcam, 1:100 dilution, Cambridge, UK). Sections were processed following ImmPRESS HRP Universal Antibody (horse anti-mouse/rabbit IgG) Polymer Detection Kit and ImmPACT DAB EqV Peroxidase (HRP) Substrate (Vector Laboratories, Burlingame, CA, USA) protocol, and counterstained with hematoxylin.

### Estimation of glomerular podocyte count

PodoCount (Santo et al., 2022), a computational tool for whole slide podocyte estimation from digitized histological sections, was used to detect, enumerate, and characterize podocyte nuclear profiles in the glomeruli of immunohistochemically labeled (IHC-labeled) murine kidney sections. Formalin-fixed, paraffin-embedded tissues (2 µm thickness) were IHC-labeled for p57^kip2^, a marker of podocyte terminal differentiation (ab75974, Abcam, Cambridge, UK), and detected with horseradish peroxidase (RU-HRP1000, Diagnostic BioSystems, Pleasanton, CA, USA) and diaminobenzidine chromogen substrate (BSB0018A, Bio SB, Santa Barbara, CA, USA). A periodic acid-Schiff post-stain was applied without hematoxylin counterstain. The tool uses a combination of stain deconvolution, digital image processing, and feature engineering to compute histological podometrics (Kikuchi et al., 2015) with correction for section thickness (Venkatareddy et al., 2014). In this study, PodoCount was used to assess mean glomerular podocyte count per mouse.

### Immunoblotting

Tissues were lysed in a radioimmunopreciptation assay buffer (Thermo Fisher Scientific, Waltham, MA, USA) containing a protease inhibitor/ phosphatase inhibitor cocktail (#78440, Thermo Fisher Scientific). Lysates were separated by SDS-polyacrylamide gel electrophoresis (gradient gel 4–12%, MOPS buffer) and the proteins subjected to western blotting and blocked for 1 hr in Odyssey blocking buffer (LI-COR, Lincoln, NE, USA). Blots were incubated following the iBind protocol (Thermo Fisher Scientific). Primary antibodies were Phospho-Stat3 (Tyr705) (#9145, 1:2000 dilution, Cell Signaling, Danvers, MA, USA), Stat3 (#9139, 1:1000 dilution, Cell Signaling), β-actin (#47778, 1:5000 dilution, Santa Cruz Biotechnology), Total OXPHOS Rodent (#ab110413, 1:250 dilution, Abcam, Cambridge, UK), VDAC (# 4661, 1:1000 dilution, Cell Signaling). Blots were imaged using the Odyssey infrared scanner (LI-COR, Lincoln, NE, USA).

### Bulk RNA-seq

Mouse kidney outer cortex tissues were dissected and homogenized in QIAzol (QIAGEN, Germantown, MD, USA). Total RNA samples were extracted using RNeasy Plus Universal Kit (QIAGEN) following the manufacturer’s protocol including removal of genomic DNA step. RNA samples were pooled and sequenced on NovaSeq6000 S1 flow cell using Illumina TruSeq Stranded mRNA Library Prep and paired-end sequencing with read length 101 bps (2×101 cycles). The samples had 46–72 million pass filter reads and more than 92% of bases calls were above a quality score of Q30. Sample reads were trimmed for adapters and low-quality bases using Cutadapt (Martin, 2011). The trimmed reads were mapped to a reference genome (Mouse - mm10). Transcripts were annotated by Ensembl v96 using STAR aligner. Gene expression quantification analysis was performed for all samples using STAR/RSEM tools. DESeq2 (Love et al., 2014) was used for differential expression analysis from raw count data and normalized data were used for GSEA (v4.1.0)(Subramanian et al., 2005; Mootha et al., 2003). Pathway analysis including upstream regulator analyses were generated using QIAGEN Ingenuity Pathway Analysis (Krämer et al., 2014).

### Single-nucleus RNA-seq

Nuclei from frozen mouse kidney outer cortex tissue samples and glomeruli-enriched samples were prepared at 4°C (Kirita et al., 2020). Tissue fragments (~8 mm^3^) were cut by razor blades in EZlysis buffer (#NUC101-1KT, Sigma-Aldrich) and homogenized 30 times using a loose Dounce homogenizer and 5 times by tight pestle. After 5 min of incubation, homogenates were passed through 40 µm filters (PluriSelect, El Cajon, CA, USA) and centrifuged at 500×*g* at 4°C for 5 min. Pellets were washed with EZlysis buffer and again centrifuged at 500×*g* at 4°C for 5 min. Pellets were resuspended in DPBS with 1% FBS and passed through 5 µm filters (PluriSelect) to make final nuclei preparations for loading on to 10x Chromium Chip G (10x Genomics, Pleasanton, CA, USA) and formation of gel beads in emulsion (GEM).

Single-nuclear isolation, RNA capture, cDNA preparation, and library preparation were accomplished following the manufacturer’s protocol (Chromium Next GEM Single Cell 3' Reagent Kit, v3.1 chemistry, 10x Genomics). Prepared cDNA libraries were sequenced. Analysis was performed with the Cell Ranger software using the default parameters with pre-mRNA analysis turned on. The reference was built from mm10 reference genome complemented with HIV-1 viral sequences.

### Single-nucleus RNA-seq analysis

SoupX (version 1.5.2) (Young and Behjati, 2020) was used to remove ambient RNA, following the default protocol by ‘autoEstCont’ and ‘adjustCounts’ functions. Doublets were identified and removed by DoubletFinder (version 2.0.3) (McGinnis et al., 2019). Nuclei were filtered out that met any of the following criteria: detected genes <200 or >4000, total RNA count >15,000, or mitochondrial transcripts >20%. Integration of single-nucleus gene expression data was performed using Seurat (version 4.0.5) (Hao et al., 2021). After filtering, 57,061 cells remained. Clustering of the combined data used the first 30 principal components at a resolution of 0.6 and identified 25 distinct cell clusters. After removal of 2 doublet clusters, 56,976 cells from 23 clusters were used for downstream analysis. Cell-type identification was done based on the expression levels of known marker genes. Pseudotime analysis of podocytes and proximal tubule cells was performed by using the R package Monocle 3 (version 1.0) (Trapnell et al., 2014), considering WT cells as the root state. Cell-cell interaction analysis was performed using CellChat (version 1.5.0) (Jin et al., 2021). Pathway analysis including upstream regulator analysis were accomplished through the use of QIAGEN Ingenuity Pathway Analysis (Krämer et al., 2014). Cell cycle analysis was performed by converting cell cycle marker genes from Tirosh et al., 2016, to mouse orthologs.

### Single-nucleus RNA-seq analysis: comparative analysis with mouse ischemic-reperfusion injury model data reported by Kirita et al., 2020

A list of marker genes in injured proximal tubules (NewPT1 and NewPT2) reported by investigators using single-nucleus RNA-seq (Kirita et al., 2020) in a mouse ischemic-reperfusion injury model were obtained from the Kidney Interactive Transcriptomics website (https://humphreyslab.com/SingleCell/) for comparison with our data.

### Single-nucleus RNA-seq analysis: PT-Mito cluster in human diabetic kidney disease study reported by Wilson et al., 2019

The data from the single-nucleus RNA-seq study of human diabetic kidney disease (diabetic kidney disease n=3; control n=3) reported by Wilson et al., 2019, was downloaded from the Gene Expression Omnibus (GEO) using accession number GSE131882. The data was analyzed using Seurat package version 5.0.1 without removing the mitochondrial gene transcripts.

### Mitochondrial copy number measurements

Determination of mitochondrial copy number of mouse kidney tissues was conducted following a published method (.Quiros et al., 2017). Genes encoding 16S rRNA and *Nd1*were measured as mitochondrial DNA (mtDNA) and the *Hk2* gene was measured as nuclear DNA (nDNA). The mtDNA/nDNA ratios in mouse tissues were quantified by SYBR Green assay using QuantStudio 6 (Thermo Fisher Scientific, Waltham, MA, USA).

### Seahorse extracellular flux assay

Seahorse 96-well assay plates (Agilent, Santa Clara, CA, USA) were pre-coated twice with 20 μl/well of 0.01% poly-L-lysine solution (P4707, Sigma, Darmstadt, Germany) and washed twice with PBS, 200 μl/well. Glomerular or proximal tubular samples were plated with EGM-2 medium (CC-3162, Lonza, Walkersville, MD, USA) and placed in a CO_2_ incubator for 30 min for the attachment.

Seahorse XF RPMI medium, pH 7.4 (103576-100, Agilent, Santa Clara, CA, USA), was used for glomerular samples and Seahorse XF DMEM medium, pH 7.4 (103575-100, Agilent, Santa Clara, CA, USA), was used for proximal tubular samples. Media were supplemented to reach a final concentration of 10 mM glucose, 1 mM sodium pyruvate, and 2 mM L-glutamine. Reagent concentrations used were 2 μM oligomycin, 2 μM FCCP, 0.5 μM rotenone, and 0.5 µM antimycin A (103015-100, Agilent, Santa Clara, CA, USA).

Seahorse Mito Stress Tests were conducted as described (Okamoto et al., 2018). Cells were incubated in a CO_2_-free incubator for 30 min, after replacement of medium. Data were normalized by total nucleic acid content measured by CyQUANT Cell Proliferation (C7026, Thermo Fisher Scientific) and analyzed by Wave 2.6.1 (Agilent).

### Study approval

Mouse experiments were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved in advance by the NIDDK Animal Care and Use Committee (Animal study proposals, K097-KDB-17 and K096-KDB-20).

## Data Availability

Original data files and count tables have been deposited in GEO (GSE205060). The following dataset was generated: YoshidaT NCBI Gene Expression Omnibus2024Transcriptomic analysis of HIV-associated nephropathy (Tg26) mouse kidneyGSE205060 The following previously published datasets were used: WilsonPC WuH KiritaY UchimuraK 2019The Single Cell Transcriptomic Landscape of Early Human Diabetic NephropathyNCBI Gene Expression OmnibusGSE13188210.1073/pnas.1908706116PMC676527231506348 Kirita Y, Wu H, Uchimura K, Wilcon PC, Humphreys BD 2020Cell profiling of mouse acute kidney injury reveals conserved cellular responses to injuryNCBI Gene Expression OmnibusGSE13910710.1073/pnas.2005477117PMC735504932571916

## Additional files

MDAR checklist

# Supplementary material for: PKR activation-induced mitochondrial dysfunction in HIV-transgenic mice with nephropathy
**Source:** eLife. 2024 Aug 29;12:RP91260. doi: 10.7554/eLife.91260
**Supplement:** MDAR checklist

Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

eLife asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

Materials:

Newly created materials	Indicate where provided:<br>section/figure legend	N/A
The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access.		N/A

Antibodies	Indicate where provided:<br>section/figure legend	N/A
For commercial reagents, provide supplier name, catalogue number and RRID , if available.	"Materials and Methods" section	

DNA and RNA sequences	Indicate where provided:<br>section/figure legend	N/A
Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository.	"Data Availability" section	

Cell materials	Indicate where provided:<br>section/figure legend	N/A
Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.		N/A
Primary cultures: Provide species, strain, sex of origin, genetic modification status.		N/A

**Experimental animals**	**Indicate where provided:<br>section/figure legend**	**N/A**
Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.	"Materials and Methods" section	
Animal observed in or captured from the field: Provide species, sex, and age where possible.		N/A

**Plants and microbes**	**Indicate where provided:<br>section/figure legend**	**N/A**
Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens).		N/A
Microbes: provide species and strain, unique accession number if available, and source.		N/A

**Human research participants**	**Indicate where provided:<br>section/figure legend) or state<br>if these demographics were not<br>collected**	**N/A**
If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants.		N/A

Design:

**Study protocol**	**Indicate where provided:<br>section/figure legend**	**N/A**
If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI.		N/A

**Laboratory protocol**	**Indicate where provided:<br>section/figure legend**	**N/A**
Provide DOI OR other citation details if detailed step-by-step protocols are available.		N/A

Experimental study design (statistics details) *		
For in vivo studies: State whether and how the following have been done	Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"	N/A
Sample size determination	Not done	
Randomisation	"Materials and Methods" section	
Blinding		N/A
Inclusion/exclusion criteria		N/A

Sample definition and in-laboratory replication	Indicate where provided: section/figure legend	N/A
State number of times the experiment was replicated in the laboratory.		N/A
Define whether data describe technical or biological replicates.		N/A

Ethics	Indicate where provided: section/submission form	N/A
Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.		N/A
Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.	"Study Approval" in "Materials and Methods" section	
Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why.		N/A

Dual Use Research of Concern (DURC)	Indicate where provided: section/submission form	N/A
If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval.		N/A

Analysis:

Attrition	Indicate where provided:<br>section/figure legend	N/A
Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification.		N/A

Statistics	Indicate where provided:<br>section/figure legend	N/A
Describe statistical tests used and justify choice of tests.	Figure legend	

Data availability	Indicate where provided:<br>section/submission form	N/A
For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access).	"Data Availability" section	
When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.	"Data Availability" section	
If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.	"Materials and Methods" section	

Code availability	Indicate where provided:<br>section/figure legend	N/A
For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions.	"Data Availability" section	
Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.		N/A
If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.		N/A

Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

Adherence to community standards	Indicate where provided:<br>section/figure legend	N/A
State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript.		N/A

---

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r , Cohen's d))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

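Bulk RNA-seq of outer kidney cortex was analysed for 12 mice: 3 WT, 3 Tg26, 3 C16-treated WT and 3 C16-treated Tg26 mice. The authors trimmed paired reads with Cutadapt (version 1.18), aligned them to mm10 with STAR (2.7.0f) and quantified the genes of Ensembl 96 with RSEM (1.3.1). The values they deposited are RSEM expected counts per gene, not normalized and already whole numbers. The authors compared groups with DESeq2 and ran GSEA (version 4.1.0) and Ingenuity Pathway Analysis on the results. The single-nucleus libraries of the study were not used here, and the Z-scores of Ingenuity Pathway Analysis were not recomputed because its knowledge base was not used here.

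Genes with a count of about 10 in at least 3 libraries and a total of 15, by edgeR's filterByExpr, were tested: 16094 of 55450. Library sizes were scaled by TMM, and edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) was fitted over the 4 groups together, with no covariate. The comparisons were Tg26 against WT, C16-treated Tg26 against untreated Tg26, C16-treated WT against untreated WT, C16-treated Tg26 against WT and against C16-treated WT, and the interaction of genotype and treatment. Adjusted p are Benjamini-Hochberg values over the genes tested, and log2 CPM values carry a prior count of 2. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry (limma 3.58.1), and ranked with fgsea (1.28.0); 893 Reactome sets of 10 to 500 measured genes were tested with camera. The 47 lists cover oxidative phosphorylation and its complexes, other mitochondrial and metabolic pathways, stress, interferon, NF-kB and STAT3 signaling, injury, matrix, antigen presentation, cell cycle and markers of kidney, immune and blood cells. Named genes are the factors of Table 1 and genes the paper names, the 10 highest and 10 lowest log2 fold changes among called genes with a mean CPM of at least 1 and no overlap between groups, and in each list the 4 members with the smallest adjusted p and any that passed in the other direction. Y-linked genes, Xist, predicted genes and immunoglobulin segments were left out of the largest changes. Scores per mouse are means over a list of log2 CPM relative to the gene's mean over the 12 libraries, compared by 2-sided exact permutation tests, whose smallest p is 0.1 for 3 mice against 3. Mitochondrial genes were matched to nuclear copies with BLAST (2.17.0) at 95% identity or more over at least 80% of the copy, and figures were drawn with matplotlib (3.10.9).

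Total counts were 19877877 to 27000388 per library, and a gene without counts in a group was set to a floor of 3 counts per library, which covers counting error only. The test was run on simulated data with the means and library sizes of these libraries, with 50 of 16094 genes changed at each fold. For Tg26 against WT mice it recovered 6% of genes changed by 1.5-fold, 48% by 2-fold, 70% by 4-fold and 94% by 8-fold, and called 5 of 15800 unchanged genes. For C16-treated against untreated Tg26 mice it recovered 10%, 46%, 68% and 94% of genes at these folds and called 7 of 15800. For C16-treated against untreated WT mice it recovered 10%, 52%, 68% and 90% and called 4 of 15800. On the same simulated counts DESeq2 (1.42.0) recovered 20%, 58%, 76% and 96% for Tg26 against WT mice, 34%, 58%, 74% and 94% with C16 in Tg26 mice, and 22%, 58%, 76% and 92% with C16 in WT mice.

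The alternatives tried were DESeq2, limma-voom with quality weights, RLE and upper-quartile factors, library sizes only, TMM without the genes of the mitochondrial genome, no filter and a stricter filter on low counts, the replicate number as a block, a covariate of Y-linked genes, fits of only the 2 groups compared, and leaving out each library in turn. Summing nuclear copies with their mitochondrial genes and a covariate for the circadian clock were added later. No library of a group was a duplicate of another.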

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

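The tests that compare proximal tubule genes with other genes, in Tg26 and in WT mice, were chosen after the results were seen, while the predictions of the tests on nuclear copies and on the clock were written before their values were computed.

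Genes of oxidative phosphorylation were lower in Tg26 than in WT mice (median log2 fold change -0.37). Equal dilution of every nephron segment by other cells would lower all segments alike. The median of thick ascending limb genes lay 0.58 above that of proximal tubule genes (95% bootstrap interval 0.28 to 0.92, over genes and without the spread between mice). Proximal tubule scores per mouse were -0.83, -0.13 and -0.32 in Tg26 replicates 1, 2 and 3 (WT mean 0.21, SD 0.04). Thick ascending limb scores were -0.585, 0.20 and 0.23 (WT mean 0.02, SD 0.10). In C16-treated WT mice the thick ascending limb scores ran from -0.10 to 0.39, a range that holds those of Tg26 replicates 2 and 3. Equal dilution is thus not settled in any replicate, though the thick ascending limb list was not low in replicates 2 and 3. The distal and connecting tubule list was also low (median -0.48, 8 of 10 negative), so lower shares of some segments stay open. Reads split with nuclear copies are argued against for the genes whose copies held most of the counts. With the copies summed these stayed low, from -0.86 for mt-Nd4l to -0.46 for mt-Nd3. The median of all mitochondrial-genome-encoded genes was then -0.64 (-0.70 to -0.57 over genes). It could not decide this, since the other genes shared few counts with a copy. Less differentiated proximal tubule cells, or a smaller share of them, stay open and may account for part of the pattern, since the median of proximal tubule genes, -0.61 (-0.71 to -0.53), was lower still. Lower levels of these genes within cells, which the paper reports for most cell types from single nuclei, were not tested in bulk tissue.

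C16 went with lower oxidative phosphorylation transcripts in WT mice, opposite to Tg26 mice: the median was -0.13, with 88 of 94 genes negative and 0 called by edgeR (camera adjusted p = 7.91e-08; adjusted p = 0.94 with an estimated correlation and 0.77 with fry), and genes of the mitochondrial genome had a median of -0.20. The difference between the effects of C16 in the 2 genotypes, tested as an interaction, drew attention to it: its median was 0.28, positive for 94 of 94 genes (camera adjusted p = 2.39e-16, adjusted p = 0.41 with an estimated correlation and 0.16 with fry). Of 100 assignments of C16 within the genotypes, the real one included, 6 gave a median as far from 0 (highest 0.36), so chance is not excluded. The clock time of collection (median with the clock as a covariate -0.13) is argued against as the whole cause. So are reads split with nuclear copies. With copies summed, genes whose copies held most of the counts ran from -0.27 (mt-Nd4l) to -0.14 (mt-Nd3). The median of all mitochondrial-genome-encoded genes, -0.20 (95% bootstrap interval over genes -0.24 to -0.19), could not decide this, since the other genes shared few counts with a copy. Proximal tubule genes had a median of 0.0014 (-0.087 to 0.058), an interval that carries no spread between mice. Their scores per mouse averaged 0.21 (SD 0.042) in WT mice and 0.18 (SD 0.079) with C16 and overlapped, so a lower share of these cells is not settled. An effect of C16 itself on kidneys without the transgene may remain as a hypothesis, with no test of its own here; Figure 3—figure supplement 1A shows the complex I subunit NDUFB8 as protein in the same 4 groups. Scaled by library sizes only, the median in WT mice was -0.06, or -0.12 relative to all genes, and that of the interaction 0.09, positive for 68 of 94 genes, or 0.28 relative to all genes.

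Of 47 gene lists, camera called 31 in the interaction of genotype and treatment, 17 up and 14 down, 0 of them with an estimated correlation and 0 by fry. Of 100 assignments, the real one included, 9 called as many (highest 34). Interferon-stimulated genes, which the paper does not discuss as a group, had a median log2 fold change of 1.38 in Tg26 against WT mice. Genes of macrophages and other myeloid cells, also not discussed, had a median of 2.94. Antigen presentation genes had a median of 1.09 for MHC class I and 2.29 for MHC class II. Complement components had a median of 2.70.

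The 10 splits of 3 libraries against 3 are too few for a share under 0.05. In Tg26 against WT mice the real split called 4219 genes and the highest other 13, moved the oxidative phosphorylation median by 0.37 (highest other 0.24) and called 34 lists (highest other 33). With C16 in Tg26 mice the values were 550 genes (0), a median of 0.15 (0.24, with 3 of 10 splits as far from 0) and 29 lists (35, with 4 of 10 as many). With C16 in WT mice they were 0 genes in 10 of 10 splits by edgeR, a median 0.13 from 0 (0.07) and 17 lists (12). In that real split 1199 genes had an unadjusted p under 0.05, where 805 would be expected with no effect. DESeq2 called 34 genes in it and limma-voom 43. C16-treated Tg26 mice differed from WT mice in 256 genes (0) and in a median 0.23 from 0 (0.16), and from C16-treated WT mice in 112 genes (1). For the interaction, all 100 assignments called at least the real 0 genes of edgeR's test. In the real assignment 2047 genes had an unadjusted p under 0.05 (805 expected with no effect), DESeq2 called 158 and limma-voom 2. The highest assignment called 418 by edgeR, which could come from a structure of the samples beyond the groups, a possibility that was not tested.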

How the results depend on the processing

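The clock covariate and the summed nuclear copies were added to the settings after the first results were seen. Of the main results' other settings, 272 stayed within set limits, 54 moved beyond them and 9 lost their call, and the cause was not tested. For counts of genes or lists the limit was a set ratio to the main count. For scores it was the larger group SD, and for slopes and for group separation without single libraries a jackknife standard error. Tests of the oxidative phosphorylation list were judged by direction and side of the threshold. Scaled by library sizes only, the median of all genes was 0.29 in Tg26 against WT mice, -0.14 with C16 in Tg26 mice, 0.19 in C16-treated Tg26 against WT mice, 0.10 against C16-treated WT mice and -0.19 in the interaction, where TMM gave -0.01, -0.0069, 0.01, -0.0032 and 0.0077. Under that scaling 505 genes differed between C16-treated Tg26 and WT mice (485 higher and 20 lower, against 218 and 38). The oxidative phosphorylation score differed by -0.10 in Tg26 against WT mice and -0.064 with C16 in WT mice, and Gsr, glutathione reductase, reversed in Tg26 against WT mice to 0.0063. DESeq2 called 1959 genes with C16 in Tg26 mice, 34 with C16 in WT mice, 873 and 379 in C16-treated Tg26 against WT and C16-treated WT mice, and 158 in the interaction. In the same comparisons edgeR without a filter on low counts called 1104, 2, 531, 274 and 6 genes, and limma-voom called 43, 1796, 349 and 2 in the last 4. Over all genes, the numbers of the replicates do not pair the mice: of 18 pairs with the same number 7 had a correlation above 0.1 (-0.23 to 0.23), and 2 of 12 libraries correlated best with their own number. With the replicate block, 0 genes were called with C16 in Tg26 mice, 152 in C16-treated Tg26 against WT mice and 40 against C16-treated WT mice, and 16 lists with C16 in WT mice in place of 17. With the Y-linked covariate the counts were 1672 in Tg26 against WT mice and 94 with C16 in Tg26 mice, and with the clock covariate 81 and 61 in C16-treated Tg26 mice against WT and C16-treated WT mice. With only the 2 groups compared in the fit they were 1995 for Tg26 against WT mice, 0 with C16 in Tg26 mice, 1 with C16 in WT mice, and 429 and 46 for C16-treated Tg26 against WT and C16-treated WT mice. Leaving out single libraries gave 2455 (without WT replicate 2) to 4791 genes in Tg26 against WT mice, 0 (without C16-treated Tg26 replicate 1 or 2) to 1505 with C16 in Tg26 mice, 28 (without WT replicate 2) to 332 in C16-treated Tg26 against WT mice and 11 (without C16-treated WT replicate 2) to 231 against C16-treated WT mice. The count for C16-treated Tg26 against WT mice was also 37 without WT replicate 3, 79 and 41 without C16-treated Tg26 replicate 2 or 3, and against C16-treated WT mice it was 13, 11 and 13 without each C16-treated WT replicate and 231, 24 and 15 without each C16-treated Tg26 replicate. The oxidative phosphorylation median stayed at -0.47 to -0.33 in Tg26 against WT mice, 0.08 to 0.24 with C16 in Tg26 mice and -0.14 to -0.11 with C16 in WT mice when single libraries were left out. With an estimated correlation its adjusted p was 0.30, 0.57 and 0.94 in these comparisons, 0.33 in C16-treated Tg26 against WT mice and 0.41 in the interaction, and with fry 0.18, 0.77, 0.067 and 0.16 from the second on. An estimated correlation left 0 of 34 lists in Tg26 against WT mice, 0 of 29 with C16 in Tg26 mice, 0 of 17 with C16 in WT mice and 0 of 31 in the interaction. By fry, 17 lists were higher and 17 lower in Tg26 against WT mice. Fry called 3 lists with C16 in Tg26 mice, 0 with C16 in WT mice and 0 in the interaction. Of single genes and lists under the other settings, 535 and 243 lost their calls and 173 and 40 gained them.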

Differences from the paper's values

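The paper's normalized enrichment score of oxidative phosphorylation in Tg26 against WT mice is about -3.2 in Fig. 3, read by eye; the value here was -3.72, from fgsea on the 94 genes of the list. With C16 in Tg26 mice the paper's score is about 2.7 in Fig. 3, read by eye, and the value here was 2.84. The paper's set of 123 expressed genes, whose members its text does not list, was scored with GSEA, so sets and programs differ. No alternative set before the data were examined gives another score. The paper's text gives 46 and 72 M pass filter reads as the lowest and highest depth per sample, where the counts assigned to genes were 19.9 and 27 M. These are different quantities, and no alternative changes them.

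The paper states that libraries clustered by treatment group, and 7 of 12 libraries had their nearest library in their own group, while the 4 groups held the largest share of distance of any partition. It states that C16 reversed the decrease of mitochondrial genes; 91 of 94 oxidative phosphorylation genes had a positive log2 fold change, and edgeR called 0 of them (DESeq2 called Cycs among the genes named here, adjusted p = 0.0123). The paper's activation Z-scores, from its upstream analysis of regulated genes, rank STAT3 first, positive in Tg26 mice and negative with C16. The paper adds blots and staining of phosphorylated STAT3. The list of STAT3 targets and pathway members had a median of 1.24 in Tg26 mice (22 of 41 higher, 2 lower) and -1.13 with C16 (4 lower, 0 higher). The log2 fold changes of the Stat3 transcript, which does not measure STAT3 activity, were 0.59 and -0.75. These had the signs of the Z-scores and were not called by edgeR. The first was called with library sizes only (adjusted p = 0.0239) and the second by DESeq2 (adjusted p = 0.0381).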

Other observations

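The tests on PPAR-alpha target genes were chosen after the results were seen.

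Transcripts of immune cells and of the immune response, which the paper's text does not describe for bulk tissue, were higher in the cortex of Tg26 than of WT mice. Of 9 genes of antigen presentation on MHC class II, 8 rose (9 adjusted over the list alone), among them Cd74, the invariant chain, from 139 ± 21.7 CPM in WT mice (SD, n = 3) to 748 ± 345 CPM in Tg26 mice (log2 fold change 2.43, adjusted p = 5.57e-04 from edgeR), and Ciita, which switches these genes on (1.94). Of 15 genes of MHC class I presentation, 12 rose (13 adjusted over the list alone), H2-K1 by a log2 fold change of 1.21 and the peptide transporter Tap2 by 1.09. Of 16 complement components, 13 rose and 2 fell (13 and 2 adjusted over the list alone), C1qa from 11.1 ± 1.11 to 73.0 ± 39.0 CPM (2.72, adjusted p = 6.08e-04 from edgeR), and 6 fell with C16 in Tg26 mice (11 lower and 2 higher adjusted over the list alone; median -1.14), C1s1 by a log2 fold change of -0.93 and C1qa of -1.42; these calls were lost without C16-treated Tg26 replicate 1 or 2. Of 18 genes of T and NK cells, 5 rose (5 adjusted over the list alone, median 0.85), among them Cd4 (1.96), Foxp3 of regulatory T cells (2.91) and Ctla4 (3.67). Of 19 genes of B and plasma cells 4 rose (median 0.31), and of 8 genes of neutrophils 2 (median 0.15). With C16 in Tg26 mice the medians of these lists were 0.23, 0.23 and 0.27, with 11 of 18, 13 of 19 and 5 of 8 genes positive. Of their members, 1 B cell gene was called lower there by edgeR and none higher. Camera called the lists of MHC class II (adjusted p = 5.69e-07), MHC class I (1.74e-05), complement (5.22e-07) and T and NK cells (0.00207), with adjusted p = 0.30, 0.31, 0.30 and 0.36 with an estimated correlation, and did not call those of B cells (0.236) and neutrophils (0.407).

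Genes of glucose production fell in Tg26 mice, 4 of them also with library sizes only, and camera called no list of the nephron beyond the proximal tubule. In the same comparison the proximal tubule list had a median of -0.61 and the macrophage list of 2.94. Of 6 genes of gluconeogenesis, 5 fell (6 adjusted over the list alone; median log2 fold change -0.79), among them Fbp1 from 1320 ± 90.2 CPM in WT mice (SD, n = 3) to 884 ± 128 CPM in Tg26 mice (-0.58, adjusted p = 0.00691 from edgeR) and the glucose-6-phosphate transporter Slc37a4 (-0.78). In glycolysis 4 of 16 genes fell and 2 rose (5 and 2 adjusted over the list alone; median -0.18, mean 0.05), Pgk1 falling by a log2 fold change of -0.47; with library sizes only 0 fell and 3 rose (median 0.13, or -0.16 relative to all genes), Pgk1 losing its call. Of 23 genes of cholesterol synthesis 5 fell (5 adjusted over the list alone; median -0.21), Nsdhl by -0.71 and Insig1 by -0.95, which with library sizes only became 2 lower and 2 higher (median 0.10, or -0.19 relative to all genes). Of 16 genes of fatty acid synthesis 3 fell and 1 rose (median -0.10), and of 19 hypoxia-inducible genes 4 fell and 1 rose (median -0.16), Bnip3 by -0.71 and Car9 by -1.40. These lists turned, with library sizes only, to 0 lower and 3 higher (median 0.21, or -0.09 relative to all genes) and to 2 lower and 2 higher (median 0.15, or -0.15 relative to all genes). The thick ascending limb (median -0.03, 1 of 10 higher), distal and connecting tubule (-0.48, 2 higher and 2 lower of 10), principal cell (0.28, 1 of 11 higher), intercalated cell (-0.13, 1 of 11 higher) and podocyte lists (0.20, 5 of 19 higher) were not called by camera; Nphs1, or nephrin, had -0.46 (adjusted p = 0.294 from edgeR) and Synpo rose (0.53, adjusted p = 0.0104 from edgeR). With library sizes only, the medians of the thick ascending limb (0.27, 3 higher) and intercalated cell lists (0.17, 4 higher) turned positive, and 5 principal cell, 10 podocyte and 14 endothelial genes were called higher. Of 18 endothelial genes 6 rose (10 adjusted over the list alone; median 0.31), Nos3 by 0.93, and of 6 PDGF ligands and receptors 4 rose (5 adjusted over the list alone; median 0.90), Pdgfrb by 1.72 and Pdgfb by 1.26, while Pdgfd, which the paper follows in single nuclei, had 0.39 (adjusted p = 0.0720 from edgeR, and 0.0089 with library sizes only). With C16 in Tg26 mice Pdgfrb (-1.05), Tgfb2 (-1.68) and Ccn2 (-1.05), a matricellular protein, fell by edgeR's test, calls lost without C16-treated Tg26 replicate 1 or 2. The lists of p53 targets (8 of 20 higher and 2 lower; median -0.01, mean 0.34), NRF2 genes (2 of 16 higher and 2 lower; -0.23), erythroid cells (0 of 7 called; -1.72) and adipose, adrenal and inner medulla (1 of 4 higher; -0.27) were not called, and cytosolic ribosomal proteins had a median of 0.16 with 0 of 56 called by edgeR (camera adjusted p = 0.0229). Scores of the ribosomal proteins were 0.37, 0.05 and -0.15 in Tg26 replicates 1, 2 and 3, and 0.01, -0.04 and -0.11 in the WT mice. The groups overlapped, and the difference rested largely on Tg26 replicate 1. Scaling by library sizes only called 46 of the 56 ribosomal proteins higher (median 0.49, or 0.19 relative to all genes), and the medians of the p53 (0.31), NRF2 (0.08) and adipose, adrenal and inner medulla lists (0.03) turned positive. Camera called gluconeogenesis (adjusted p = 5.53e-04), glycolysis (0.0296), cholesterol synthesis (0.0200), hypoxia (0.0431), endothelium (0.00470) and PDGF (0.00163), with adjusted p = 0.30, 0.36, 0.31, 0.36, 0.33 and 0.30 with an estimated correlation and 0.76 for cytosolic ribosomes.

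Target genes of PPAR-alpha, a receptor that drives fatty acid oxidation, differed between mice of the same group: their mean on the log2 scale was 1.16 in Tg26 replicate 3 and 1.13 in WT replicate 3, against -0.08 in Tg26 replicate 1 and -0.17 in WT replicate 1. Blood left in the tissue could not be told apart from no relation, since the interval of its correlation with these genes over 12 mice, as deviations from group means, ran from -0.45 to 0.81 (Pearson r = 0.31, exact permutation p = 0.360, adjusted 0.539 over 3 relations; Spearman rho = 0.34, exact permutation p = 0.289; r = 0.27 without the 2 mice farthest from the median). The clock time of collection is a candidate explanation: a score of 5 genes in phase with Arntl minus 9 in phase with Dbp correlated with the 15 PPAR-alpha genes (Pearson r = 0.93, 95% interval 0.70 to 0.99, exact permutation p = 0.00540, adjusted 0.0162; Spearman rho = 0.93, exact permutation p = 0.00772; r = 0.88 without the 2 mice farthest from the median). In each group replicate 3 had the highest clock score (1.49 in WT, 2.32 in Tg26, 0.33 in C16-treated WT and -0.37 in C16-treated Tg26 mice). Whether the replicate numbers follow an order of collection is not known. The clock score differed by -1.06 between treated and untreated mice (exact permutation p = 0.1), about its spread within groups of 1.05 (SD), so the time of collection, food intake and C16 stay open for genes such as Cyp4a14, and the paper's text gives no time of collection. A relation of the oxidative phosphorylation score with the PPAR-alpha genes could not be told apart from none either (Pearson r = -0.14, exact permutation p = 0.742, adjusted 0.742). Spearman rho was -0.22 (exact permutation p = 0.620), and r was -0.27 without the 2 mice farthest from the median.

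Across all tested genes, the log2 fold changes of Tg26 against WT mice correlated with those of C16-treated Tg26 against C16-treated WT mice, which share no library (0.67 across genes, which are not independent replicates). Simulated groups with no effect gave 0.0038. Their genes were drawn independently, so the simulation does not show how far genes that vary together could move this correlation. With C16 in WT mice and Tg26 against WT mice, which share the WT libraries, the correlation across genes was 0.25 (0.50 simulated) and the covariance 0.11 (0.07 simulated). All 12 libraries had 911 to 1582 counts of the Y-linked gene Ddx3y and 0 to 8 counts of Xist, while the paper's methods name mice of both sexes.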
